# Toxicogenomics profiling of bone marrow from rats treated with topotecan in combination with oxaliplatin: a mechanistic strategy to inform combination toxicity

**DOI:** 10.3389/fgene.2015.00014

**Published:** 2015-02-12

**Authors:** Myrtle Davis, Jianying Li, Elaine Knight, Sandy R. Eldridge, Kellye K. Daniels, Pierre R. Bushel

**Keywords:** toxicogenomics, bone marrow, topotecan, combination, oxaliplatin, enhanced toxicity, EPIG

## Abstract

Combinations of anticancer agents may have synergistic anti-tumor effects, but enhanced hematological toxicity often limit their clinical use. We examined whether “microarray profiles” could be used to compare early molecular responses following a single dose of agents administered individually with that of the agents administered in a combination. We compared the mRNA responses within bone marrow of Sprague-Dawley rats after a single 30 min treatment with topotecan at 4.7 mg/kg or oxaliplatin at 15 mg/kg alone to that of sequentially administered combination therapy or vehicle control for 1, 6, and 24 h. We also examined the histopathology of the bone marrow following all treatments. Drug-related histopathological lesions were limited to bone marrow hypocellularity for animals dosed with either agent alone or in combination. Lesions had an earlier onset and higher incidence for animals given topotecan alone or in combination with oxaliplatin. Severity increased from mild to moderate when topotecan was administered prior to oxaliplatin compared with administering oxaliplatin first. Notably, six patterns of co-expressed genes were detected at the 1 h time point that indicate regulatory expression of genes that are dependent on the order of the administration. These results suggest alterations in histone biology, chromatin remodeling, DNA repair, bone regeneration, and respiratory and oxidative phosphorylation are among the prominent pathways modulated in bone marrow from animals treated with an oxaliplatin/topotecan combination. These data also demonstrate the potential for early mRNA patterns derived from target organs of toxicity to inform toxicological risk and molecular mechanisms for agents given in combination.

## Introduction

Effective anticancer treatments generally require the use of a combination of drugs. A challenge for combination treatment is a shift in the extent and severity of adverse effects for the combination compared with either of the agents when given alone. Most Phase I trials for targeted agent combinations have been designed to escalate the drug doses to the maximally tolerated dose (MTD). Data that are now available suggest that combinations of molecularly targeted agents (MTAs) can lead to more severe toxicities and that dose reduction is often required for regimens to be tolerable (Kummar et al., 2010). Although empirical approaches are currently being used, a preclinical assessment that can provide a mechanistic basis for adverse effects of drug combinations is desirable. Systems-based computational approaches that integrate, transcriptomics, proteomics, or other profiling data may be useful to discover network-level alterations in normal cell signaling in normal tissues after *in vivo* administration.

Toxicogenomics, the application of transcription profiling to toxicology (Nuwaysir et al., 1999), has been widely used for elucidating the molecular and cellular actions of drugs and chemicals on biological systems, flagging potential for toxicity (before functional damages occur), and providing classification of known or new toxicants based on signatures of gene expression (Guerreiro et al., 2003; Ruepp et al., 2005; Bushel et al., 2007; Chengalvala et al., 2007; Ganter et al., 2008; Ryan et al., 2008). In the current study, we examined the benefit of applying transcriptomics to assess risk of enhanced tar-get organ toxicity when two drugs are used in combination. We hypothesized that an additive toxicity pattern can be inferred from comparative analysis of early mRNA responses of tissues obtained following a single dose of two agents given individually with the agents given in combination. We also anticipate that biological pathways revealed by gene response patterns will provide a more comprehensive understanding of toxicity and provide a mechanistic basis for experimental investigation.

For this initial proof of concept, we used the chemotherapeutic agents topotecan and oxaliplatin, which have been explored for use in combination for treating various cancers (Alexandre et al., 2002; Tortora et al., 2002; Elkas et al., 2007). Topotecan is a topoisomerase I (Topo I) inhibitor that forms a complex on DNA leading to double-stranded DNA breaks and ultimately cell death. Oxaliplatin is a diaminocyclohexane platinum compound that acts as a DNA alkylating agent. Pre-exposure to oxaliplatin transiently increased Topo I-mediated single-strand breaks, suggesting that DNA platination might stimulate Topo I DNA cleavage activity providing a rationale for the use of platinum-based compounds with topoisomerase inhibitors (Goldwasser et al., 1999). Combinations of topo I inhibitors and platinum derivatives, in general, have synergistic anti-tumoral effects, but their clinical use is limited by hematological toxicity, which is somewhat dependent on the sequence of drug administration. We also wanted to examine the possibility that the acute response of a target organ to a single dose of treatment and obtaining an associated molecular footprint, can aid in investigation about mechanisms of target-mediated toxicity. In our study, a single dose of topotecan was given to Sprague Dawley rats either before or after administration of oxaliplatin to determine whether combination administration or the order of administration influenced bone marrow toxicity and the microarray signature profile obtained following combined administration of the drugs. We found that a single dose intravenous infusion of topotecan or oxaliplatin, given alone or in combination, to male rats resulted in the formation of histopathological lesions in bone marrow (hypocellularity) observed after only1 h of topotecan administration or 6 h after oxaliplatin administration. The severity of bone marrow lesions increased when topotecan was given prior to oxaliplatin compared with oxaliplatin given prior to topotecan indicating that severity of toxicity was affected by sequence of administration.

We also characterized the molecular and pathway signatures in bone marrow for a topotecan/oxaliplatin combination based on global gene expression analyses and comprehensive bioinformatics profiling. Based on our results, we propose that single dose rodent studies and microarray analysis of mRNA patterns derived from bone marrow represents a mechanistic approach to evaluate the potential risk of enhanced toxicity for combination agents.

## Materials and methods

### Test articles

Oxaliplatin (1.2 g; NSC 266046) and topotecan (310 mg; NSC 609699) were supplied by the National Cancer Institute (NCI) and received at Southern Research Institute on October 19, 2010. The test articles were received on dry ice and then refrigerated. The following reagents were received from the NCI chemical repository and stored at room temperature and used in the preparation of dose formulations: 5% dextrose injection, USP (PSS World Medical; Kennesaw, GA); Saline Solution 0.9% (saline; Nova Tech Inc.; Grand Island, NE).

### Dose formulation preparation

Dose formulations of topotecan were prepared in saline to contain a nominal concentration of topotecan hydrochloride of 1.2 mg/mL. For preparation, the appropriate amount of saline was added to the required amount of topotecan hydrochloride and the formulation was stirred until a solution was obtained. Dose formulations of oxaliplatin were prepared in 5% dextrose in water (D5W) to contain a nominal concentration of oxaliplatin of 3.75 mg/mL. For preparation, the appropriate amount of D5W was added to the required amount of oxaliplatin and the formulation was stirred until a solution was obtained.

### Animals and treatments

The 96 Sprague-Dawley male rats used in this study were obtained from Charles River Laboratories, Inc. (Raleigh, NC). Each rat was procured with an indwelling femoral vein cannula. Animals were given a unique identification number by ear punch. Prior to dosing on day 1, the catheter of each rat was checked for patency. Rats with patent catheters were randomly assigned to one of 8 treatment groups. On day 1, the rats were approximately 8 weeks of age and weighed between 271.2 and 342.2 g. Teklad Certified Rodent Diet 2016C (Harlan; Madison, WI) and tap water (Birmingham public water supply) were provided *ad libitum* to the rats prior to and throughout the study. The animals were individually housed in solid-bottom polycarbonate cages on stainless steel racks in a room maintained at a temperature of 70–79°F and a relative humidity of 44–66%. Room lights were controlled by an automatic timer set to provide a 12/12 light:dark cycle. Heat-treated hardwood chip bedding (P. J. Murphy Forest Products, Corp.; Montville, NJ) was used as bedding material. No known contaminants were present in the food, water, or bedding that would be expected to interfere with or affect the outcome of the study. Cage size and animal care conformed to the guidelines of the Guide for the Care and Use of Laboratory Animals (National Research Council, 2011) and the U.S. Department of Agriculture through the Animal Welfare Act (Public Law 99-198).

The study design (with doses administered) is provided in Table 1. A dose slightly below the MTD was chosen for these studies. Since the goal of our study was to investigate gene responses induced by a single dose that could potentially be premonitory for toxicity, we administered a dose that would not be confounded by marked pathological changes in the tissue. The MTD for oxaliplatin in rats was referenced in the Center for Drug Evaluation and Research pharmacology review of NDA # 21-492 (FDA, 2002) and is close to the human clinical dose of 85 mg/m^2^. The dose selected for topotecan was derived from the time course of the hematological effects of topotecan after two consecutive daily administrations to tumor-bearing rats that was described using a semiphysiological model to predict the hematotoxic effects of topotecan (Friberg et al., 2002; Segura et al., 2004). Each rat was administered a single intravenous (IV) infusion dose, given over a 30 min interval, of topotecan (of 4.7 mg/kg), oxaliplatin (15 mg/kg), or respective vehicle control formulation (see Table 1). Thirty minutes after the end of the first infusion, topotecan, oxaliplatin, or a respective vehicle control formulation was administered by IV infusion, given over a 30 min interval. For example, animals given topotecan (or corresponding vehicle) during the first infusion were given oxaliplatin (or corresponding vehicle) during the second infusion. All doses were delivered at a flow rate of approximately 4 mL/kg/30 min. Infusion volumes were based on the mean body weight of animals on the day prior to dosing. Rats were observed twice daily during the pre-study and study periods for signs of mortality and morbidity. Detailed clinical examinations of each rat were collected prior to euthanasia. Each animal was weighed on the day of dosing prior to dose administration (for the calculation of infusion rate; data not reported).

**Table 1:** **Study design**.

**Group**	**Treatment**	**Dose of topotecan (mg/kg)**	**Dose of oxaliplatin (mg/kg)**	**No. animals per group**	**No. animals per necropsy time point (Hours)**		
					**1**	**6**	**24**
1	0.9% NaCl(30 min infusion) followed by D5W (30 min infusion)	0	0	12	4	4	4
2	D5W(30 min infusion) followed by 0.9% NaCl(30 min infusion)	0	0	12	4	4	4
3	Topotecan (30 min infusion) followed by D5W (30 min infusion)	4.7 (first infusion)	0	12	4	4	4
4	Oxaliplatin (30 min infusion) followed by 0.9% NaCl (30 min infusion)	0	15 (first infusion)	12	4	4	4
5	Topotecan (30 min infusion) followed by Oxaliplatin (30 min infusion)	4.7 (first infusion)	15 (second infusion)	12	4	4	4
6	Oxaliplatin (30 min infusion) followed by Topotecan (30 min infusion)	4.7 (second infusion)	15 (first infusion)	12	4	4	4
7	0.9% NaCl(30 min infusion) followed by Oxaliplatin (30 min infusion)	0	15 (second infusion)	12	4	4	4
8	D5W(30 min infusion) followed by Topotecan (30 min infusion)	4.7 (second infusion)	0	12	4	4	4

### Histopathology

Samples of femur bone marrow were collected for histopathology and fixed in 10% neutral buffered formalin. All slides were examined by a veterinary pathologist. Each lesion was listed and coded by the most specific topographic and morphologic diagnoses, severity, and distribution using Toxicology Data Management System (TDMS) nomenclature. A four-step grading system was used to rank the severity of microscopic lesions for comparison among groups.

### Tissue collection and RNA isolation

At 1, 6, or 24 h after the completion of dosing, 4 rats per group were euthanized by CO_2_ asphyxiation. Immediately after euthanasia, bone marrow from left femurs was collected for RNA isolation. Bone marrow was flushed from bone using RNAlater® and refrigerated (approximately 2–8°C) for at least 24 h and then stored at or below −20°C.

RNA isolation from individual tissues was accomplished using an RNeasy microarray kit (QIAGEN Inc., Valencia, CA). After extraction, the RNA concentration of each sample was determined using a RiboGreen assay. The RNA Integrity Number (RIN) of each sample was determined using an Agilent 2100 Bioanalyzer with 2100 Expert Software (Version B.02.06.S1418; Agilent, Santa Clara, CA). Only samples with a RIN of 7.5 or higher were deemed acceptable for gene expression analysis. Two samples, one from group 3 and a group 2 did not meet the RIN for further processing. Each of the remaining RNA samples were diluted to the required concentration (250 ng/μ L) and then stored at or below −70°C prior to shipment to Expression Analysis (Durham, NC) for microarray hybridization.

### Microarray hybridization

Microarray data was generated by Expression Analysis (Durham, NC). RNA samples were converted into labeled target antisense RNA (cRNA) using the Single-Round RNA Amplification and Biotin Labeling System (Enzo Life Sciences, Farmingdale, NY). Briefly, 2.5 μ g of total RNA was converted into double stranded cDNA via reverse transcription using an oligo-d(T) primer-adaptor. This cDNA was purified and used as a template for *in vitro* transcription using T7 RNA polymerase and biotinylated ribonucleotides. The resulting cRNA was purified using magnetic beads and quantitated using spectrophotometry. Next, 11 μ g of purified cRNA was fragmented using a 5X fragmentation buffer (200 mM Tris-Acetate, pH 8.1, 500 mM KOAc, 150 mM MgOA), then a hybridization cocktail was prepared and added to the fragmentation product using the Hybridization, Wash and Stain kit (Affymetrix, Santa Clara, CA), applied to Affymetrix GeneChip Rat Genome 230 2.0 Arrays, and incubated at 45°C for 16 h. Following hybridization, arrays were washed and stained using standard Affymetrix procedures before scanning on the Affymetrix GeneChip Scanner 3000 using factory PMT settings. Data extraction was completed with Expression Console software using a target scaling of 500. The data are available in the Chemical Effects in Biological Systems (CEBS) repository (Waters et al., 2008) under investigation accession number: 007-00005-0000-000-2 and study accession number: 007-00005-0001-000-3 as well as in the Gene Expression Omnibus (GEO) (Edgar et al., 2002; Barrett et al., 2013) under accession number GSE63902.

### Detection of differentially expressed genes (DEGs)

Data analysis was performed using the Bioconductor R package (Gentleman, 2005). We used the package “affyQCReport,” combined with principal component analysis (PCA), for array quality control (i.e., outliers detection). After the one outlier sample was excluded (sample 1344-05H, 6 h oxaliplatin followed by vehicle), the remaining Affymetrix raw CEL files were preprocessed using the robust multichip average (RMA) algorithm (Irizarry et al., 2003a,b); which includes background correction, quantile normalization, and summarization by the median polish approach. Next, we performed PCA-based gene filtering on the log base 2 scale data from RMA using the package “pvac,” where the filtering is based on a score measuring consistency among probes within a probe set (Lu et al., 2011). Finally, the statistical significance of DEGs was accessed by comparison of treated samples to time-matched controls using the empirical Bayes based method known as a limma *t*-test, which is available in the bioconductor package limma (Smyth, 2005). Analyses were carried out in two batches, where the first batch includes samples from groups 1, 3, 5, and 7, and the second batch contains samples from groups 2, 4, 6, and 8, (see study design Table 1).

### Detection of patterns of co-expressed genes

log base 2 scaled data of the probes remaining after the PCA-based filtering were analyzed for expression patterns across the samples using methodology known as extracting gene expression patterns and identifying co-expressed genes (EPIG) (Chou et al., 2007). For each treatment group, the pixel intensity data for each probe was converted to a ratio value by dividing the average probe pixel intensity by the 1 h control samples from that group and then taking the log base 2. EPIG uses correlations (*r*) across all the sample groups, signal to noise ratio (*s*/*n*) within groups of samples, and magnitude of fold change (FC) for a probe within a group to first detect all potential patterns in the data, and then categorize each probe to the pattern that is most statistically significant in terms of the correlation between the probe profile and the pattern. The parameter settings for the EPIG analysis were the defaults: *r* = 0.8, *s*/*n* = 2.5, and *FC* = 0.5. We used a minimum pattern cluster size of 6 for finding all potential patterns.

### Enrichment of biological processes based on DEGs

For each DEGs list derived at *p* < 0.01 and absolute fold change >2, the Affymetrix GeneChip Rat Genome 230 2.0 Array probe sets were mapped to the Gene Ontology (GO) biological processes (BPs) of the genes they represent using version 2.10.1 of the GO database and the rat2302 database. The 2.14.0 version of the “topGO” Bioconductor package in R was used to perform enrichment of GO BP terms. The classic algorithm (where the significance of a node is considered independent of the significance of the neighboring nodes) and the Kolmogorov-Smirnov test statistic were used for enrichment with node size of at least 5 DEGs. Significance of enrichment was set to *p* < 0.05. The union of the enriched GO BPs terms from all of the DEGs lists yielded 641 terms. BP terms which were not significant had missing *p*-values and were imputed with 1.0. The 641 GO BPs terms were clustered based on the −log base 10 *p*-values and using Pearson correlation (*r*) as the dissimilarity metric with average linkage grouping. Clusters (those with a 1- *r* ≥ 0.9) of GO BP terms (*n* ≥ 30) were labeled according to the node having the maximum number of paths to it within the GO BP subtree directed acyclic graph derived from the terms in the cluster.

### Pathway analysis of genes within patterns extracted by EPIG

Clusters of genes identified by EPIG were analyzed using Pathway Studio 9® (Ariadne Genomics, Rockville, MD), to find enriched pathways. Enrichment analysis in Pathway Studio 9® was performed by Gene Set Enrichment Analysis (GSEA) and Sub-Network Enrichment Analysis (SNEA) algorithms. Functional enrichment was performed using Fisher's exact test. SNEA enrichment in Pathway Studio was calculated using the Mann-Whitney test, a non-parametric method for comparing the medians of two distributions. Significant enrichment was set at *p* < 0.05. For GSEA, pathways with fewer than 3 entities represented were filtered from the data sets.

### Visualization of gene expression on pathways

To visualize the changes of gene expression within a particular pathway, Pathvisio version 3.1.3 (Van Iersel et al., 2008) was used to overlay the average of the log base 2 ratio values from the replicate samples onto biological pathways obtained from Wikipathways (Kelder et al., 2012). The cluster IDs from UniGene (according to the rat Rn4 July 12, 2012 release of refSeq version 54) was used to map the probe sets on the microarray to the genes on the Wikipathways.

### Gene regulatory network reconstruction

The Gene Regulatory Network Inference (GRNInfer) software (Wang et al., 2006) with default parameter settings (λ = 0.0 and threshold = 1 × 10^−6^ controlling the sparseness and the complexity of the network respectively) was used to reconstruct the interactions of the 19 genes in the p53 signaling Wikipathway that had gene expression data mapped. The gene expression data from microarray probes mapping to the same UniGene cluster were averaged and then biological replicates at each time point were averaged. GRNInfer uses linear programming and singular value decomposition of the time point gene expression data to derive of the interactions of the genes within the network given the above thresholds. For topotecan followed by oxaliplatin and oxaliplatin followed by topotecan, the averaged gene expression measures at each time point were used to reconstruct the gene regulatory network depending of the order of administration of the two drugs.

## Results

### Clinical observations

No mortality occurred during the study and no drug- or treatment-related adverse clinical signs were observed for any animal during the study. The mean body weight of animals in the individual dose groups ranged from 300 to 310 g on the day of dosing.

### Histopathology

Bone marrow hypocellularity was observed in the bone marrow of animals dosed with topotecan, oxaliplatin, or a combination of these two drugs (Figure 1 and Table 2). Minimal bone marrow hypocellularity consisted of an approximately 10–20% decrease in the normal population of cells which reside in the bone marrow in comparison with control animals. The remaining cell population consisted primarily of band and mature granulocytes (neutrophils and eosinophils), mature erythrocytes, and megakaryocytes. Occasionally apoptotic cells were observed in the bone marrow of some animals. These lesions were observed as early as 1 h after the end of topotecan administration and 6 h after the end of oxaliplatin administration. Bone marrow hypocellularity was observed at a higher and earlier onset of incidence in animals that received topotecan alone or topotecan in combination with oxaliplatin than in dose groups that received only oxaliplatin. One-hour post-treatment, bone marrow hypocellularity was observed for animals in all of the dose groups administered topotecan alone or topotecan in combination with oxaliplatin, but not in the dose groups given only oxaliplatin. There also appeared to be an increase in severity of bone marrow suppression from mild to moderate when topotecan was given prior to oxaliplatin than when oxaliplatin was given prior to topotecan. These data support a sequence dependency for the severity of bone marrow toxicity for this combination.

**Figure 1:**
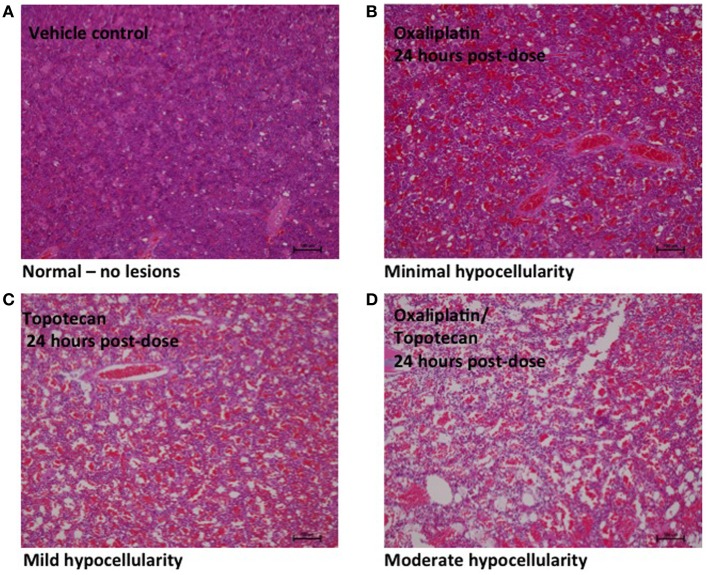
**Representative images of bone marrow hypocellularity in femur from male rats 24 h after a single 30 min IV infusion dose of oxaliplatin, topotecan or combination of oxaliplatin followed by topotecan**. Hematoxylin and eosin stained tissue sections; 10X objective; bars = 100 μm. **(A)** Male rat exposed to vehicle control. **(B)** Minimal hypocellularity in male rat exposed to oxaliplatin. **(C)** Mild hypocellularity in male rat exposed to topotecan. **(D)** Moderate hypocellularity in male rat exposed to oxaliplatin followed by topotecan. Bone marrow hypocellularity was graded based on the estimated percentage of cell loss with minimal hypocellularity = 10–20% cell loss, mild hypocellularity = 30–40% cell loss, moderate hypocellularity = 50–60% cell loss, and marked hypocellularity = greater than 60% cell loss.

**Table 2:** **Histopathology of the bone marrow**.

**1 h POST-DOSE: SEVERITY OF TEST ARTICLE-RELATED MICROSCOPIC LESIONS**								
Tissue, microscopic lesion	0.9%saline D5W	D5W 0.9% saline	Topotecan/ D5W	Oxaliplatin 0.9% saline	Topotecan Oxaliplatin	Oxaliplatin Topotecan	0.9% saline oxaliplatin	D5W/ Topotecan
Bone marrow, hypocellularity	NA	NA	Minimal to mild	NA	Minimal	Minimal to mild	NA	Minimal
**6 h POST-DOSE: SEVERITY OF TEST ARTICLE-RELATED MICROSCOPIC LESIONS**								
Tissue, microscopic lesion	0.9%saline D5W	D5W 0.9% saline	Topotecan D5W	Oxaliplatin 0.9% saline	Topotecan Oxaliplatin	Oxaliplatin Topotecan	0.9% saline oxaliplatin	D5W Topotecan
Bone marrow, hypocellularity	NA	NA	Minimal to mild	Minimal to mild	Minimal to mild	Mild	Minimal to mild	Minimal to mild
**24 h POST-DOSE: SEVERITY OF TEST ARTICLE-RELATED MICROSCOPIC LESIONS**								
Tissue, microscopic lesion	0.9%saline D5W	D5W 0.9% saline	Topotecan D5W	Oxaliplatin 0.9% saline	Topotecan Oxaliplatin	Oxaliplatin Topotecan	0.9% saline oxaliplatin	D5W Topotecan
Bone marrow, hypocellularity	NA	NA	Mild	Minimal to mild	Mild to moderate	Mild to moderate	Minimal to mild	Mild to moderate

### RNA isolation

The integrity of each isolated RNA sample was equal to or greater than the protocol-specified minimum RIN (7.5), with the exception of two samples. Acceptance criteria could not be obtained for bone marrow collected from one of the animals from group 3 (topotecan/D5W treated group) and one animal in group 2 (D5W/saline vehicle control group). These samples were not submitted for gene expression analysis.

### Patterns of co-expressed genes

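Bone marrow from the left femur of 93 male Sprague-Dawley rats was profiled, 1 array per rat, at 1, 6 or 24 h after dosing ended. Topotecan, an inhibitor of topoisomerase I, was given at 4.7 mg/kg, and oxaliplatin, a platinum compound that cross-links DNA, at 15 mg/kg. Each drug was given alone, before the vehicle of the other drug (topotecan/D5W, oxaliplatin/NaCl) or after it (D5W/topotecan, NaCl/oxaliplatin). Both drugs were also given one after the other (topotecan/oxaliplatin, oxaliplatin/topotecan), and 2 groups received the vehicles, saline and dextrose in water (NaCl/D5W and D5W/NaCl). Every group at every time holds 4 rats, except for 3 in D5W/NaCl at 24 h, topotecan/D5W at 24 h and oxaliplatin/NaCl at 6 h.
The table holds log2 signals that the authors computed by RMA (background correction, quantile normalization and a summary per probe set). It already contains the outcome of their pvac filter, which keeps probe sets whose probes vary together: 12560 probe sets, from which 28 array controls were removed. Of the 12532 tested, 10002 carry 1 gene symbol, 292 several and 2238 none, and together they represent 7810 genes. Array medians ran from 8.79 to 9.30, correlations between 2 arrays from 0.831 to 0.995, and 0 pairs were identical. Arrays have no read depth, so the number of rats per group limits the precision.
Marrow of topotecan/D5W, topotecan/oxaliplatin and NaCl/oxaliplatin rats was compared with NaCl/D5W at the same time, and marrow of the other 3 treatments with D5W/NaCl. Each comparison used limma, with the 3 times of a vehicle group and its treatments in 1 fit. Probe sets were counted as changed at a Benjamini-Hochberg adjusted p under 0.01 and a fold above 2. For gene lists, members were counted at adjusted p under 0.01 over all probe sets without a minimum fold, with a second count adjusted over the list alone. A gene stands for its probe set of highest mean, and its values below are log2 fold changes with the standard error (SE) where given. Values given for 6 treatments follow the order topotecan/D5W, D5W/topotecan, oxaliplatin/NaCl, NaCl/oxaliplatin, topotecan/oxaliplatin and oxaliplatin/topotecan. At 1 and 6 h the sample codes of D5W/topotecan, NaCl/oxaliplatin and both combinations lie in other code columns than those of the vehicle groups. At 24 h those of D5W/topotecan and oxaliplatin/topotecan do so too, and NaCl/oxaliplatin shares a column with 1 rat of its vehicle group. A difference between code columns would thus be part of their values.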

We focused our analysis on uncovering groups of genes displaying similarity in their expression patterns and comparing the gene responses between treatment groups. The EPIG approach utilizes the underlying structure of gene expression data to extract patterns and identify co-expressed genes that are responsive to experimental conditions (Chou et al., 2007). The response patterns of genes were used to select gene sets that represent potential signatures for effects of the combination treatments that differed from that of the single agents. As shown in Figures 2A–C, several patterns of gene expression are induced or repressed relative to time-matched controls at the 1-, 6-, or 24 h time points respectively. 

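Gdf15, a stress-induced cytokine and p53 target, rose in every treatment at 1 h, by 4.32, 3.99, 3.04, 2.31, 4.88 and 4.48 on the log2 scale (SE 0.41, 0.27, 0.27, 0.41, 0.41 and 0.27). Cdkn1a, the p53-induced inhibitor of cyclin-dependent kinases, rose by 3.02, 2.68, 1.94, 3.04 and 3.14 in the 5 treatments other than NaCl/oxaliplatin (0.90, limma adjusted p = 0.0508). Fos, a transcription factor of the immediate early response, rose by 3.35, 2.94, 1.59, 1.73, 3.96 and 3.44. Of 19 p53 target genes, 16, 14, 12, 3, 16 and 14 rose at 1 h (16, 14, 13, 10, 16 and 15 adjusted over the list alone), and 0, 1, 0, 0, 1 and 1 fell (the same counts adjusted over the list alone). As a list they ranked above all other genes in all 6 treatments (limma camera, adjusted p = 0.00403, 3.49e-04, 1.73e-07, 0.00136, 0.00510 and 1.28e-04 with an estimated correlation). At 6 h the chemokine Ccl2 rose by 4.78 (SE 0.64) in topotecan/oxaliplatin and 4.75 (SE 0.75) in oxaliplatin/topotecan, and the heat shock gene Hspa1a was at 5.13 and 2.56. Tfr2, which encodes an iron-sensing receptor of red cell precursors, fell to -3.08 and -3.25 at 6 h.
Topotecan alone changed 507 probe sets at 1 h when given first (139 higher, 368 lower) and 662 when given second (137 and 525). Oxaliplatin alone changed 37 (27 and 10) and 12 (12 and 0). The combinations changed 805 (176 and 629) and 975 (169 and 806). At 6 h the totals were 765 (343 higher, 422 lower), 716 (380 higher, 336 lower), 176 (103 higher, 73 lower), 146 (99 higher, 47 lower), 972 (451 higher, 521 lower) and 1060 (474 higher, 586 lower), in the same order of treatments as for Gdf15. The 12 probe sets of NaCl/oxaliplatin at 1 h belong to Plk2, Egr1, Atf3, Jun, Gdf15, Pln, Fos, Stc1 and Aen, with 1 probe set without a symbol. Their number depends on single rats: 0 are left without animal 80 and 34 without animal 73.
In topotecan/oxaliplatin and oxaliplatin/topotecan at 1 h the median of all probe sets lay at -0.14 and -0.13. A second quantile normalization of the 12532 values moved these medians to 0.01 and 0.02 and the share of higher probe sets from 21.9% to 43.2% and from 17.3% to 40.1%. In topotecan/D5W and D5W/topotecan it moved that share from 27.4% to 40.9% and from 20.7% to 33.1%, so the balance of higher and lower probe sets at 1 h depends on the scaling.

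**Figure D1:**
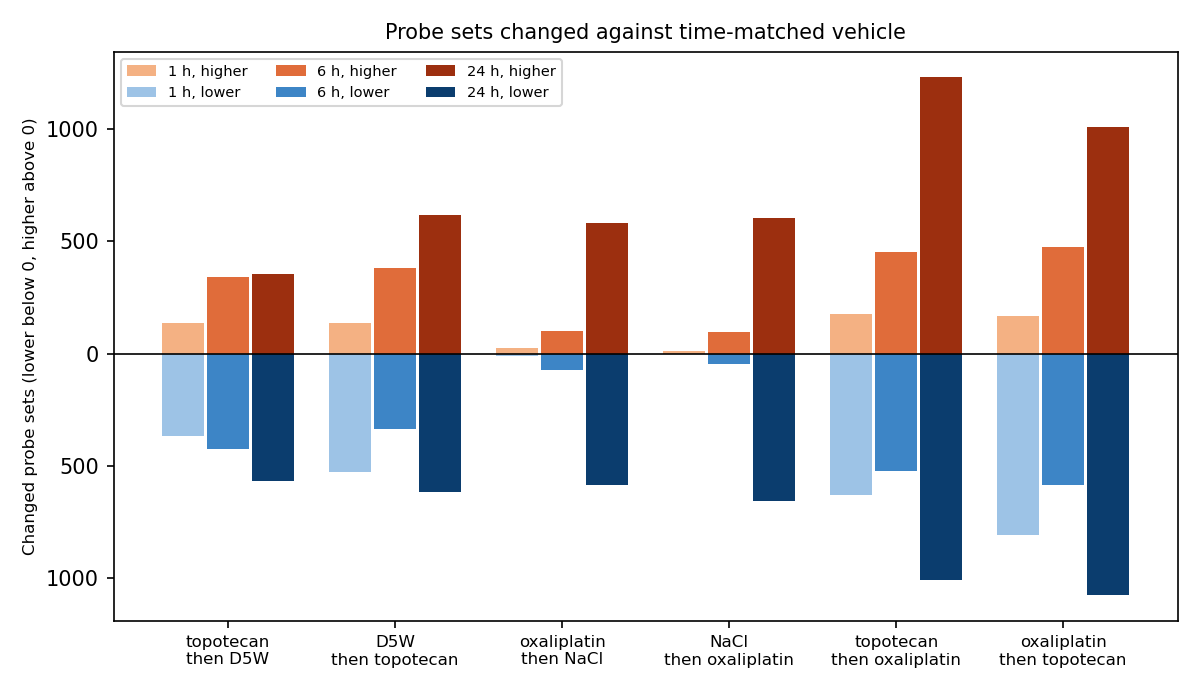
Probe sets higher and lower than in the time-matched vehicle group, at a limma adjusted p under 0.01 and a fold above 2, in the 6 treatments at 1, 6 and 24 h (n = 4 rats per group, 3 in topotecan/D5W and D5W/NaCl at 24 h and in oxaliplatin/NaCl at 6 h).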

Patterns that identified differences between individual treatment and combination treatment groups are marked with an asterisk in Supplementary Figures 1–3. 

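Sox6, a transcription factor of red cell maturation, and Aqp3, a water and glycerol channel of red cells, fell at 24 h in both topotecan/D5W (-3.95 (SE 0.25) and -3.78 (SE 0.31)) and oxaliplatin/NaCl (-2.89 (SE 0.28) and -3.06 (SE 0.22)). The Sox6 probe set that the study's Table 4 names stood at -2.79 and -2.27. The interferon-induced antiviral genes Mx1 and Ifit3 rose by 3.52 and 3.05 in topotecan/D5W and by 2.96 and 2.89 in oxaliplatin/NaCl. With a fold above 4 in both of these single-agent treatments there were 4 probe sets at 1 h, 14 at 6 h and 64 at 24 h. The 4 at 1 h are Gdf15, the calcium pump regulator Pln and the p53-induced nuclease Aen, all higher, and 1 lower probe set without a symbol. At 6 h 6 were higher and 8 lower (12 genes). At 24 h 20 were higher and 44 lower (49 genes), of 128 probe sets above 4-fold in topotecan/D5W and 114 in oxaliplatin/NaCl. Lists drawn independently would share 0.116 higher and 0.506 lower probe sets at 24 h. The other order of single agents, D5W/topotecan and NaCl/oxaliplatin, shared 1 probe set at 1 h, 13 at 6 h and 88 at 24 h (66 genes). Across all probe sets the log2 fold changes of topotecan/D5W and oxaliplatin/NaCl correlated at 0.51, 0.78 and 0.82 at 1, 6 and 24 h, and those of the other order at 0.24, 0.76 and 0.88, although genes are not independent replicates. The 2 treatments were compared with different vehicle rats.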

The Venn diagrams in Supplementary Figure 4 reveal that there is little overlap of co-expressed genes changes (of 4-fold or more) between oxaliplatin and topotecan except for at the 24 h time point where 73 genes overlap.

**Figure 2:**
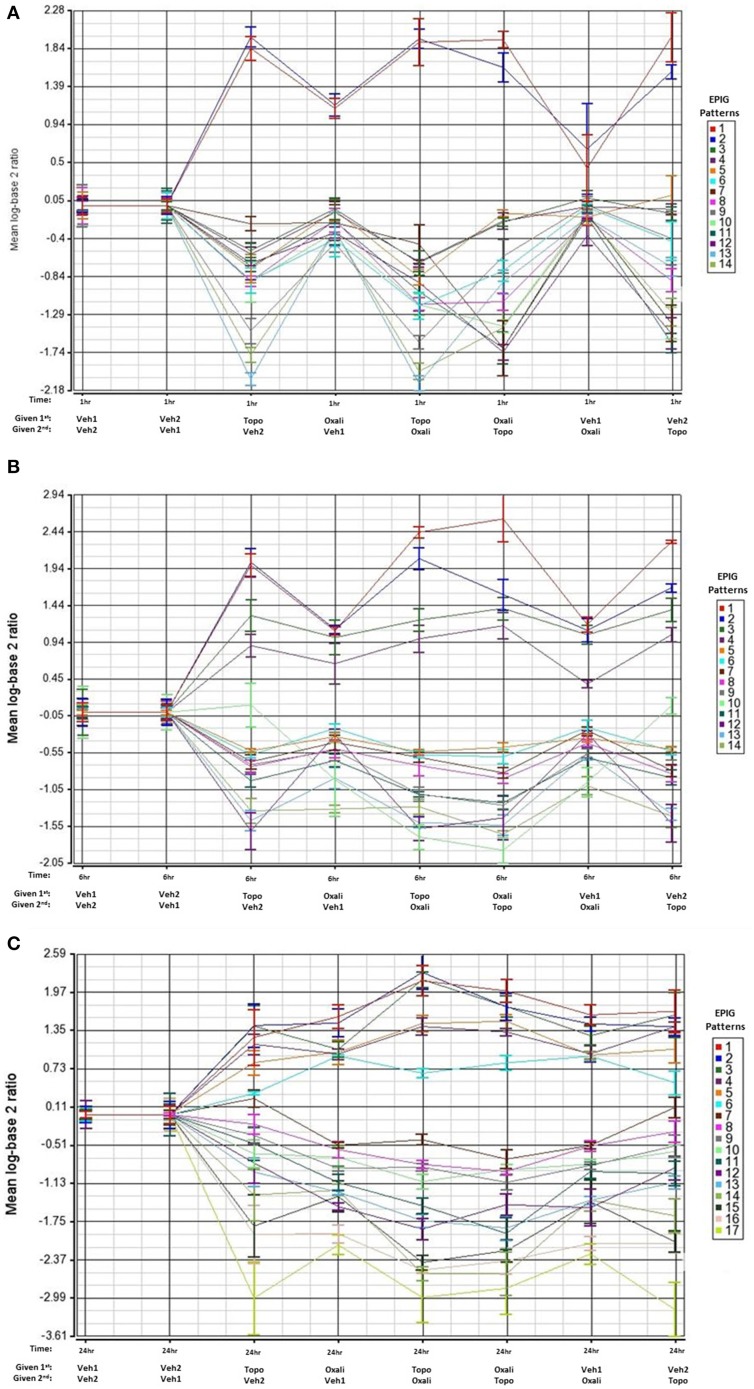
**EPIG patterns across treatments groups 1, 6, and 24 h post-treatment**. The average of the log base 2 ratio (treated sample to the average of the time-matched control) from the top 6 expression profiles with the highest degree of correlation are plotted and displayed on the y-axis. The x-axis contains the treatments and the order of exposure. Oxali = oxaliplatin (15 mg/kg) and Topo = topotecan (4.7 mg/kg). **(A)** Patterns extracted by EPIG of mRNA from bone marrow samples that were collected 1 h post-treatment administration. The row labeled 1st denotes which agent was administered first. **(B)** Same as A except analysis of mRNA from bone marrow samples that were collected 6 h post-treatment. **(C)** Same as A except analysis of mRNA from bone marrow samples collected 24 h post-treatment.

The heat map in Figure 3A shows gene expression patterns across all treatment groups and time points. There is a clear time response in the patterns of gene expression from the treatments where by the 24 h time point, the patterns of expression are either maximally induced or maximally repressed. 

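Uros, an enzyme of heme synthesis, stood at -0.65, -2.24 and -3.68 (SE 0.24) at 1, 6 and 24 h after topotecan/oxaliplatin, and at -0.33, -1.53 and -3.48 (SE 0.18) after oxaliplatin/NaCl. The Uros probe set that the study's Table 4 names stood at -2.78 and -2.60 at 24 h. Rhag, which forms part of the Rh complex of the red cell membrane, stood at -0.10, -0.77 and -3.59 (SE 0.26) after topotecan/D5W. Col5a2, a fibrillar collagen chain, stood at 0.57, 1.25 and 2.38 (SE 0.42) after oxaliplatin/topotecan. Other genes peaked early: Pln rose by 2.76 at 1 h after oxaliplatin/topotecan and stood at 0.20 at 24 h, and Bex4, a regulator of microtubule acetylation, fell to -4.64 at 6 h and -1.84 at 24 h after topotecan/D5W.
Of the probe sets changed at any time, 91.7% had their largest change at 24 h after oxaliplatin/NaCl (of 1243), 93.9% after NaCl/oxaliplatin (of 1311), 66.0% after topotecan/oxaliplatin (of 3058) and 57.5% after oxaliplatin/topotecan (of 3230). After topotecan alone the share was 42.7% for topotecan/D5W (of 1756) and 49.3% for D5W/topotecan (of 2163). For topotecan/D5W, 25.1% were largest at 1 h and 32.2% at 6 h. The counts at 24 h were 922 (356 higher, 566 lower), 1232 (617 higher, 615 lower), 1170 (584 higher, 586 lower), 1257 (602 higher, 655 lower), 2235 (1230 higher, 1005 lower) and 2079 (1007 higher, 1072 lower) probe sets, for topotecan/D5W, D5W/topotecan, oxaliplatin/NaCl, NaCl/oxaliplatin, topotecan/oxaliplatin and oxaliplatin/topotecan.

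**Figure D2:**
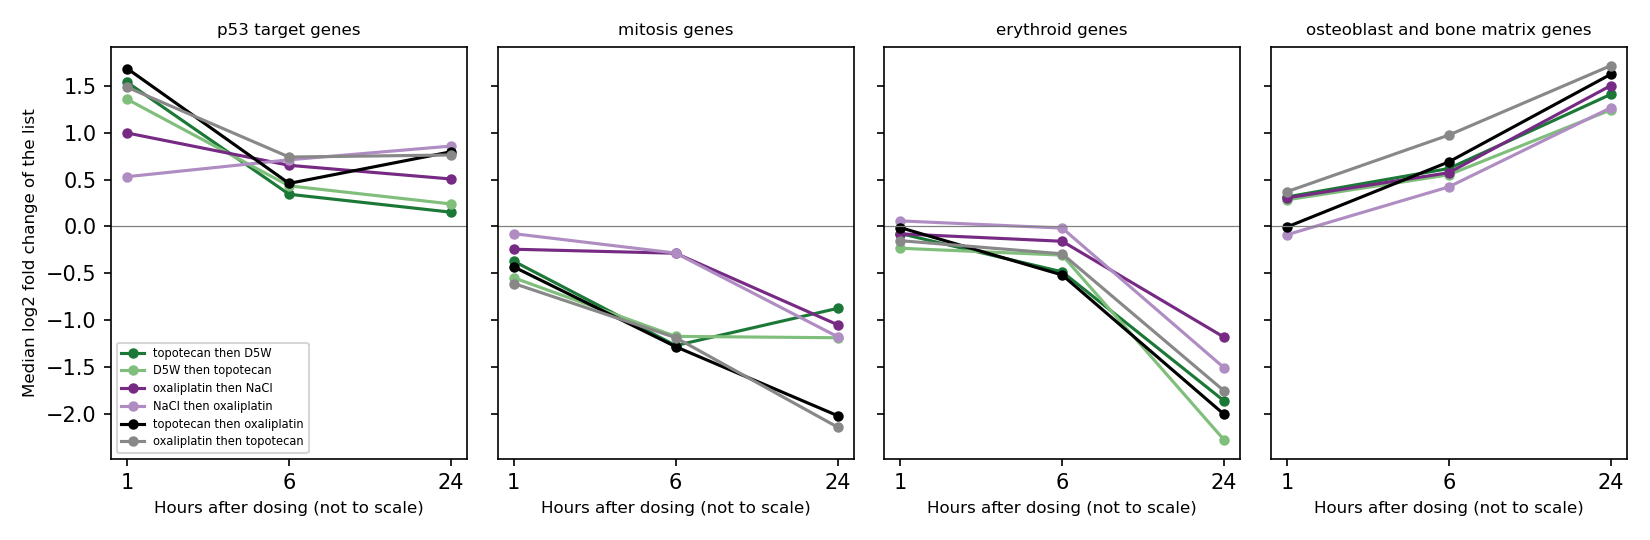
Median log2 fold change against time-matched vehicle of the p53 target genes (19), mitosis genes (37), erythroid genes (25) and osteoblast and bone matrix genes (24) at 1, 6 and 24 h in the 6 treatments.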

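Car1, a carbonic anhydrase of red cell precursors, was the most lowered gene at 24 h in both combinations, with -5.80 after topotecan/oxaliplatin and -6.03 after oxaliplatin/topotecan (SE 0.28 and 0.27). It fell to -2.03 after topotecan/D5W, -2.87 after D5W/topotecan, -5.35 after oxaliplatin/NaCl and -5.43 after NaCl/oxaliplatin. Fcnb, a ficolin of granulocyte precursors, fell to -4.06 and -4.56 in the 2 combinations and stood at -0.15 after topotecan/D5W. Ccr2, a chemokine receptor of monocytes, fell to -3.38 and -2.95 after oxaliplatin alone, to -1.41 after D5W/topotecan and stood at -0.54 after topotecan/D5W.
Timp1, an inhibitor of matrix proteases, rose by 2.54, 2.96, 1.70, 2.05, 3.83 and 3.22 in the 6 treatments, and Akr1b8, an aldo-keto reductase, by 1.5, 2.67, 2.03, 2.52, 3.79 and 3.67. Isg15, an interferon-induced ubiquitin-like protein, rose by 4.30 (SE 0.50) after topotecan/oxaliplatin and 3.02 (SE 0.65) after oxaliplatin/topotecan. Of 35 interferon response genes, 28, 15, 14, 24, 33 and 25 rose at 24 h (29, 15, 14, 24, 33 and 27 adjusted over the list alone) and 1, 1, 0, 0, 0 and 0 fell (the same counts adjusted over the list alone). At 6 h 16, 8, 2, 4, 21 and 17 of the 35 had risen (16, 8, 2, 4, 22 and 17 adjusted over the list alone). Apart from the interferon list, these genes were picked by their values at 24 h, as the largest changes with every treated rat beyond every vehicle rat. Of 4 against 4 rats, 2.86% of unchanged probe sets separate in this way by chance, and 5.71% where a group holds 3.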

A list of representative pattern-specific genes showing at least 4-fold differences from their respective controls at the 24 h bone marrow collection time point is provided in Table 3 (up-regulated) and Table 4 (down-regulated). Notably, several genes related to chondrogenesis, bone repair, and differentiation were profoundly increased in response to combination treatment when compared to individual treatments. 

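Mmp12, a macrophage metalloelastase, stood 2.51 (SE 0.35) on the log2 scale above topotecan/D5W and 2.08 (SE 0.33) above NaCl/oxaliplatin when topotecan/oxaliplatin was given. Bmp2, a growth factor of bone formation, stood 1.27 (SE 0.21) and 0.89 (SE 0.20) above these single agents, and Tagln, an actin-binding protein of smooth muscle and fibroblasts, 1.37 (SE 0.25) and 0.96 (SE 0.23). Adamts9, a protease of cartilage matrix, stood 0.83 and 0.78 above them and Ccnd1, a cyclin of the G1 phase, 0.81 and 0.90. Serpinh1, a collagen chaperone, stood 0.75 above topotecan/D5W and 0.61 above NaCl/oxaliplatin (limma adjusted p = 0.0143). Tnc, a matrix glycoprotein, differed by 0.30 and 0.02, which did not pass the test. For Bmp2 the study's Table 3 names this probe set of highest mean and another one. That other one stood 0.89 above topotecan/D5W and 0.48 above NaCl/oxaliplatin (limma adjusted p = 0.0103, which does not pass). Of the Ccnd1 probe sets named there, that of highest mean is given above. Another stood 0.73 above topotecan/D5W and 0.77 above NaCl/oxaliplatin. A further one stood 0.67 (limma adjusted p = 0.0233) and 1.22 above them. So at 24 h, by the probe sets of highest mean, 6 of these 7 genes passed above topotecan/D5W and 5 above NaCl/oxaliplatin. At 6 h 0 passed limma above topotecan/D5W (0 at unadjusted p under 0.05) and 4 above NaCl/oxaliplatin. Mmp12 was then 39.2-fold vehicle after topotecan/D5W and 44.9-fold after topotecan/oxaliplatin, beside 9.21-fold and 52.4-fold at 24 h, and Tagln 13.8-fold and 13.4-fold, beside 6.59-fold and 17.1-fold.
For oxaliplatin/topotecan, 0 of the 7 passed limma above oxaliplatin/NaCl (5 at unadjusted p under 0.05) and 0 above D5W/topotecan (1 at unadjusted p under 0.05). Mmp12 stood 0.98 and 0.55 above them and Bmp2 0.61 and 0.73. Over all probe sets, topotecan/oxaliplatin differed from topotecan/D5W at 24 h in 351 (221 higher, 130 lower) and from NaCl/oxaliplatin in 206 (108 and 98). Oxaliplatin/topotecan differed from oxaliplatin/NaCl in 113 (14 and 99) and from D5W/topotecan in 77 (10 and 67). The 351 are 206 without animal 35 and 538 without animal 29 of topotecan/D5W, the 113 are 66 without animal 72 and the 77 are 123 without animal 65 of oxaliplatin/topotecan. The study chose the 7 genes on these samples, so they are not independent evidence.
Of 24 osteoblast and bone matrix genes, 18, 15, 18, 19, 19 and 17 rose against vehicle at 24 h (20, 15, 20, 19, 19 and 18 adjusted over the list alone) and 0 fell in each, with medians of 1.41, 1.24, 1.5, 1.27, 1.62 and 1.72. Some arrays also carried a strong signal of skeletal muscle genes. Without the 2 such arrays of oxaliplatin/NaCl at 24 h, 12 of the 24 rose in the 2 rats left, with a median of 1.47 beside 1.5 in all rats. Without the 1 such array of D5W/topotecan 13 rose, with a median of 1.0 beside 1.24.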

As show in the visualization of just the 1 h time points (Figure 3B), the co-expressed genes in patterns 8, 9 and pattern 11 vary depending on whether topotecan was given before or after the vehicle or oxaliplatin. 

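H4f3 and H2ac25, which encode histones H4 and H2A, rose by 2.22 (SE 0.26) and 1.80 (SE 0.19) at 1 h after topotecan/D5W. They stood at 0.64 and 0.31 after D5W/topotecan. With the oligo-d(T) primer of the study, any of their mRNA without a poly(A) tail would lie outside these values. St8sia4, a sialic acid transferase, was 1.68 (SE 0.27) higher and Ccn2, a matricellular growth factor, 1.57 (SE 0.46) higher when topotecan came before the vehicle than after it. Ankrd44, a regulatory subunit of protein phosphatase 6, was at -3.39 after topotecan/D5W and -2.0 after D5W/topotecan (difference -1.38 (SE 0.22)). Pola1, the catalytic subunit of DNA polymerase alpha, differed by -1.43 (SE 0.22). Foxp1, a transcription factor of B cell development, fell to -0.64 and -1.69 (difference 1.05 (SE 0.17)). Between the 2 combinations the differences at 1 h were 2.20 for St8sia4, 1.74 for H4f3, -1.75 for Ankrd44 and 1.44 for Marchf1, a ubiquitin ligase of antigen-presenting cells.
Each treated group was set against the vehicle group of its own order, with all 8 groups in 1 limma fit. The order of topotecan alone changed 196 probe sets at 1 h (128 higher and 68 lower with topotecan first), 0 at 6 h (369 at unadjusted p under 0.05) and 0 at 24 h (453). The order of the combination changed 190 at 1 h (144 and 46), 1 at 6 h (1081 at unadjusted p under 0.05) and 0 at 24 h (1190). The 1 at 6 h is Lpin1, a phosphatase of lipid synthesis, 1.06 (SE 0.18) higher after topotecan/oxaliplatin, and 0 probe sets pass without animal 15 or animal 70, in the first animal set alone or without the arrays high in skeletal muscle genes. The drug given first had also been in the rat for longer at sampling, which the design does not separate from order.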

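Cdkn1a was 1.04 (SE 0.35) higher at 1 h when oxaliplatin came before its vehicle than after it, and differed by -0.56 (SE 0.36) at 6 h. Neither difference passed limma (adjusted p = 0.354 at 1 h). Ccng1, a p53-induced cyclin, differed by 0.61 at 1 h and -0.60 at 6 h, and Bcl11a, a transcription factor of B cells and globin switching, by -0.36 and -0.04. Arid1b, a subunit of the SWI/SNF remodeling complex, fell to -0.74 at 1 h after oxaliplatin/NaCl and stood at -0.11 after NaCl/oxaliplatin (difference -0.63, SE 0.22).
The order of oxaliplatin changed 0 of the 12532 probe sets at 1, 6 or 24 h in limma, with 970, 261 and 209 at unadjusted p under 0.05. Of the 19 p53 target genes, 9, 4 and 1 reached unadjusted p under 0.05 at these times. All 9 at 1 h were higher with oxaliplatin first, the 4 at 6 h lower and the 1 at 24 h higher. The order of the 2 vehicles alone also changed 0 probe sets (709, 292 and 796 at unadjusted p under 0.05).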

On other hand, the co-expressed genes in patterns 14–16, vary depending on whether oxaliplatin was given before or after the vehicle. The 244 probes in patterns 8, 9, and 11, representing 59 co-expressed genes, enrich for pathways related to mRNA splicing, splicesomes, metabolism, cell cycle and DNA replication. 

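Hnrnpd, an RNA-binding protein of the spliceosome, fell at 1 h to -1.46 after topotecan/D5W and -0.63 after D5W/topotecan (difference -0.83 (SE 0.19)), and Hnrnpa1 differed by -0.64 (SE 0.15) between topotecan first and second. Of 87 mRNA splicing genes, 51 fell after topotecan/D5W (54 adjusted over the list alone) and 22 after D5W/topotecan (22 adjusted over the list alone). After topotecan/oxaliplatin and oxaliplatin/topotecan 55 and 39 fell (55 and 40 adjusted over the list alone), and 0 fell after either order of oxaliplatin alone. The list was lower than other genes in limma's camera in the 4 treatments with topotecan, and with an estimated correlation in 0 of them (0 at unadjusted p under 0.05). Of the same 87 genes, 16 were lower and 1 higher with topotecan before its vehicle than after it (18 and 1 adjusted over the list alone).
Mcm6, a subunit of the replicative helicase, was -0.63 (SE 0.18) in this comparison of orders, and 7 of 43 DNA replication genes were lower and 0 higher (9 and 0 adjusted over the list alone). Of 77 oxidative phosphorylation genes, 23 were lower and 0 higher (29 and 0 adjusted over the list alone), with Ndufs8 of complex I at -0.55 (SE 0.11) and Uqcrc1 of complex III at -0.49 (SE 0.12). Cell cycle genes moved in both directions. Of 37 mitosis genes 5 were higher with topotecan first (Aurka, Depdc1b, Ect2, Gtse1 and Hmmr) and 0 lower (5 and 1 adjusted over the list alone). Of 45 cell cycle regulators 1 was higher and 4 were lower (1 and 6 adjusted over the list alone). At 6 h 0 genes of each of these 5 lists differed by the order of topotecan in limma.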

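Arid1b fell to -2.70 after topotecan/D5W and -1.61 after D5W/topotecan at 1 h (SE 0.16 and 0.14). Arid4b, a subunit of a histone deacetylase complex, stood at -0.26 and fell to -1.74 in these groups (difference 1.48 (SE 0.20)). Kmt2c, a histone H3 lysine 4 methyltransferase, fell to -1.57 and -1.55, and stood at -0.18 and -0.28 after oxaliplatin/NaCl and NaCl/oxaliplatin. Of 82 chromatin remodeling and histone modification genes, 42, 52, 4, 0, 50 and 57 fell at 1 h (46, 54, 4, 3, 52 and 63 adjusted over the list alone) and 3, 1, 0, 0, 3 and 1 rose (the same counts adjusted over the list alone). By the order of oxaliplatin 0 of the 82 differed at 1, 6 or 24 h in limma (6, 0 and 2 at unadjusted p under 0.05). By the order of topotecan 22 were higher and 6 lower at 1 h with the drug first, and 42 of the 82 reached unadjusted p under 0.05. Genes that fell at 1 h also tended to be long. Across 9979 probe sets with a known gene length, the rank correlation of length with the change was -0.42 after topotecan/D5W, -0.63 after D5W/topotecan, -0.36 after oxaliplatin/NaCl and -0.24 after NaCl/oxaliplatin. Genes are not independent replicates in such a correlation.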

The 188 probes in patterns 14–16, representing 45 co-expressed genes, enrich for pathways related to chromosome organization, chromatin packaging and remodeling. Full lists of genes derived from each pattern with absolute fold change of 4 or greater from their respective controls and *p* < 0.05, are provided in Supplementary Table 1.

**Figure 3:**
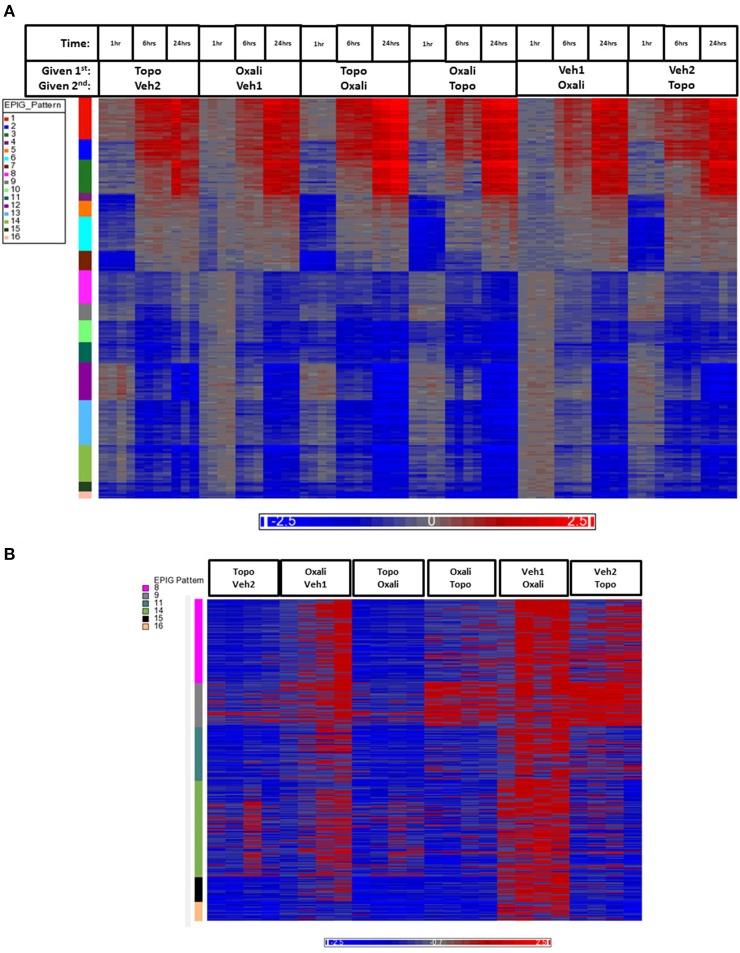
**Heatmap of gene expression data analyzed by EPIG**. **(A)** The 1393 gene probes categorized to the 16 EPIG patterns (y-axis color column) across the 1, 6, and 24 h time points are in rows and the samples are in columns. **(B)** Patterns 8, 9, 11, 14–16 from the samples at just the 1 h time point. The labeling of samples is according to the time and order in which the agent was given (either 1st or second). Oxali is oxaliplatin (15 mg/kg) and Topo = topotecan (4.7 mg/kg). Veh1 is the vehicle used for Oxali, and Veh2 is the vehicle used for Topo. The data is the log base 2 ratio (treated sample to the average of the time-matched control) and the scale on the bottom displays the color range for the log base 2 ratio values. Red denotes upregulation, blue downregulation, and gray relatively no change.

**Table 3:** **List of representative pattern-specific genes showing at least 4-fold increase from the average of their respective controls 24 h after treatment**.

**Probe ID**	**Symbol**	**Entrez gene name**	**Pattern number**	**Control D5W**	**Control NaCl**	**Topotecan followed by D5W**	**Oxaliplatin followed by NaCl**	**Toptecan followed by oxaliplatin**	**Oxaliplatin followed by topotecan**	**NaCl followed by oxaliplatin**	**D5W followed by topotecan**
1368530_at	MMP12	Matrix metallopeptidase 12 (macrophage elastase)	1	0.49	−0.33	11.57	15.11	54.72	31.26	12.98	22.82
1376908_at	IFIT3	Interferon-induced protein with tetratricopeptide repeats 3	5	0.00	−0.33	10.34	10.21	30.05	16.47	5.87	7.95
1367570_at	TAGLN	Transgelin	1	0.00	−0.33	6.92	5.81	17.71	12.09	8.80	9.15
1373401_at	TNC	Tenascin C	1	0.49	0.32	6.80	6.61	8.27	5.43	7.75	5.86
1367712_at	TIMP1	TIMP metallopeptidase inhibitor 1	3	−0.49	0.33	6.51	3.30	14.33	9.40	4.19	8.14
1371310_s_at	SERPINH1	Serpin peptidase inhibitor, clade H (heat shock protein 47)	1	0.50	0.33	5.54	5.21	9.29	7.71	5.97	6.57
1383075_at	CCND1	Cyclin D1	1	0.00	0.33	5.44	5.58	8.49	5.51	3.75	5.80
1376481_at	ADAMTS9	ADAM metallopeptidase with thrombospondin type 1 motif, 9	1	0.49	0.33	5.16	5.92	8.68	8.22	5.02	7.36
1373463_at	COL5A2	Collagen, type V, alpha 2	1	0.49	−0.33	5.14	3.86	6.21	6.08	4.07	4.21
1367973_at	CCL13	Chemokine (C-C motif) ligand 13	3	0.00	0.29	4.74	4.85	17.18	11.17	5.79	6.04
1379285_at	RTP4	Receptor (chemosensory) transporter protein 4	2	0.00	−0.33	4.69	4.38	11.12	6.45	2.87	4.48
1387232_at	BMP4	Bone morphogenetic protein 4	1	−0.50	0.33	4.55	5.68	9.16	9.33	5.62	7.72
1383564_at	IRF7	Interferon regulatory factor 7	2	0.00	0.33	4.53	3.68	9.57	5.05	3.07	3.42
1387197_at	OMD	Osteomodulin	1	0.00	−0.33	4.47	3.53	7.12	4.44	4.24	3.91
1370895_at	COL5A2	Collagen, type V, alpha 2	1	0.49	−0.33	4.43	3.56	5.52	5.28	3.97	3.66
1376845_at	IFI27L2	Interferon, alpha-inducible protein 27-like 2	2	−0.42	−0.33	4.42	7.44	15.15	9.46	4.73	7.69
1367691_at	PRKCDBP	Protein kinase C, delta binding protein	1	0.50	0.33	4.42	5.43	9.95	8.03	5.36	7.07
1367896_at	CA3	Carbonic anhydrase III, muscle specific	1	−0.10	−0.33	4.42	7.77	6.69	8.67	5.15	9.88
1368059_at	CRYM	Crystallin, mu	1	0.50	−0.33	4.32	5.72	8.54	7.70	5.05	7.17
1371643_at	CCND1	Cyclin D1	1	0.00	−0.33	4.26	4.95	7.26	5.49	3.94	5.16
1367562_at	SPARC	Secreted protein, acidic, cysteine-rich (osteonectin)	1	−0.01	0.33	4.26	3.19	5.15	3.47	3.97	2.96
1398270_at	BMP2	Bone morphogenetic protein 2	1	0.00	−0.33	4.18	5.49	9.56	8.44	5.10	5.35
1388569_at	SERPINF1	Serpin peptidase inhibitor, clade F, member 1	1	0.00	0.33	3.85	3.30	5.44	4.30	3.92	3.36
1386912_at	PCOLCE	Procollagen C-endopeptidase enhancer	1	0.00	0.33	3.84	4.51	7.72	6.75	4.38	5.15
1386884_at	HTRA1	HtrA serine peptidase 1	1	0.00	0.33	3.71	3.50	6.86	4.71	3.74	4.66
1388439_at	FKBP10	FK506 binding protein 10, 65 kDa	1	0.00	0.33	3.31	2.87	4.27	3.71	3.22	3.32
1377367_at	KAZALD1	Kazal-type serine peptidase inhibitor domain 1	1	0.00	−0.33	3.30	3.40	5.51	4.99	2.99	4.64
1389918_at	PALLD	Palladin, cytoskeletal associated protein	1	0.01	−0.33	3.28	3.53	5.88	5.98	2.97	3.78
1373674_at	MFAP5	Microfibrillar associated protein 5	1	0.01	0.33	3.27	4.42	4.65	4.51	4.51	5.44
1384180_at	IFIT2	Interferon-induced protein with tetratricopeptide repeats 2	2	0.00	0.33	3.22	4.21	7.22	4.67	2.60	2.59
1386977_at	CA3	Carbonic anhydrase III, muscle specific	1	−0.01	−0.33	3.20	6.20	5.83	7.29	4.91	8.97
1386953_at	HSD11B1	Hydroxysteroid (11-beta) dehydrogenase 1	1	0.00	−0.32	3.19	3.10	4.09	3.23	3.38	4.14
1372219_at	TPM2	Tropomyosin 2 (beta)	1	0.00	−0.32	3.18	3.59	7.20	5.12	4.12	4.06
1387770_at	Ifi27l1	Interferon, alpha-inducible protein 27 like 1	5	−0.50	0.31	3.16	3.91	6.03	4.74	2.67	4.12
1370301_at	MMP2	Matrix metallopeptidase 2 (gelatinase A)	1	0.00	−0.33	3.01	6.32	9.88	10.38	5.08	3.96
1393240_at	EFEMP2	EGF containing fibulin-like extracellular matrix protein 2	1	0.50	0.33	3.00	3.60	5.17	4.64	3.13	4.03
1373210_at	LAMB1	Laminin, beta 1	1	0.00	−0.33	3.00	3.65	6.70	4.69	3.54	3.44
1378443_at	SLAMF9	SLAM family member 9	2	0.00	0.33	2.99	2.63	5.97	3.15	2.17	3.23
1371150_at	CCND1	Cyclin D1	1	−0.50	−0.33	2.53	2.88	4.21	3.45	2.44	3.48
1390192_at	SLC27A3	Solute carrier family 27 (fatty acid transporter), member 3	1	0.00	0.33	2.51	4.51	6.68	6.17	4.42	4.04
1376151_a_at	LOC100365106	rCG32755-like	5	0.00	−0.33	2.50	3.22	5.37	4.85	2.01	2.73
1370927_at	COL12A1	Collagen, type XII, alpha 1	1	0.00	0.33	2.49	2.88	4.25	3.39	2.63	2.69
1369665_a_at	IL18	Interleukin 18 (interferon-gamma-inducing factor)	3	0.00	−0.33	2.49	2.05	4.05	2.57	2.13	2.60
1387259_at	CDH2	Cadherin 2, type 1, N-cadherin (neuronal)	1	0.00	−0.33	2.47	2.95	4.16	4.45	2.61	3.49
1383266_at	SFRP1	Secreted frizzled-related protein 1	1	−0.50	−0.33	2.46	2.66	4.50	2.99	2.68	2.95
1369720_at	MYO1B	Myosin IB	1	0.00	−0.33	2.46	2.79	4.98	4.42	3.66	2.74
1387394_at	IL2RB	Interleukin 2 receptor, beta	5	−0.50	0.33	2.42	2.85	4.26	5.07	2.57	2.99
1397304_at	Igtp	Interferon gamma induced GTPase	5	0.00	0.33	2.40	3.15	5.91	4.46	2.26	2.80
1384182_at	FERMT2	Fermitin family member 2	1	0.00	0.33	2.40	2.92	4.27	4.10	2.91	3.26
1372439_at	COL4A1	Collagen, type IV, alpha 1	1	0.00	0.33	2.40	3.21	5.98	4.10	3.39	3.26
1375377_at	IGSF3	Immunoglobulin superfamily, member 3	1	0.00	0.33	2.39	2.91	4.50	4.43	3.20	3.33
1376706_at	TMEM47	Transmembrane protein 47	1	0.50	−0.33	2.38	3.00	4.58	4.23	2.85	3.15
1386965_at	LPL	Lipoprotein lipase	1	0.00	0.33	2.38	5.53	6.04	6.35	3.96	5.18
1369640_at	GJA1	Gap junction protein, alpha 1, 43kDa	1	0.00	0.33	2.37	2.87	4.74	4.37	3.94	3.43
1387122_at	PLAGL1	Pleiomorphic adenoma gene-like 1	1	0.00	0.33	2.36	2.79	4.26	3.79	2.04	3.04
1387015_at	Pfn2	Profilin 2	1	0.00	0.33	2.36	2.62	5.68	4.42	3.01	3.69
1372064_at	CXCL16	Chemokine (C-X-C motif) ligand 16	3	0.00	−0.33	2.35	2.30	5.27	3.64	2.05	2.52
1368961_at	MMP23B	Matrix metallopeptidase 23B	1	0.50	−0.33	2.35	3.09	5.94	5.17	3.36	3.90
1382192_at	LYVE1	Lymphatic vessel endothelial hyaluronan receptor 1	3	0.00	0.32	2.35	2.60	5.04	4.09	2.23	3.53
1370167_at	SDC2	Syndecan 2	1	0.00	−0.33	2.35	2.69	4.25	3.66	3.11	3.12
1370244_at	CTSL2	Cathepsin L2	1	−0.50	−0.33	2.33	2.45	4.55	3.07	3.22	2.84
1370333_a_at	IGF1	Insulin-like growth factor 1 (somatomedin C)	3	−0.50	−0.33	2.32	1.82	4.08	2.97	2.80	3.18
1376198_at	CLMP	CXADR-like membrane protein	1	0.00	0.33	2.32	2.84	4.28	4.22	2.71	3.36
1368945_at	BMP2	Bone morphogenetic protein 2	1	0.00	0.33	2.32	2.34	4.12	3.09	2.96	2.18
1388856_at	KITLG	KIT ligand	1	0.00	0.32	2.32	2.98	4.05	4.03	3.03	3.46
1391489_at	IRGM	Immunity-related GTPase family, M	2	0.00	0.33	2.31	2.23	5.14	3.41	1.88	2.23
1370959_at	COL3A1	Collagen, type III, alpha 1	1	0.00	0.32	2.31	3.36	5.34	4.36	2.85	3.42
1384392_at	CYP26B1	Cytochrome P450, family 26, subfamily B, polypeptide 1	1	0.00	0.33	2.31	3.28	6.54	5.60	3.08	2.17
1392265_s_at	MMP23B	Matrix metallopeptidase 23B	1	0.00	0.33	2.29	2.49	6.16	4.13	2.81	3.65
1376920_at	LOC500013	Similar to sterile alpha motif domain containing 9-like	5	0.00	0.33	2.27	3.04	4.17	3.63	2.06	2.30
1387455_a_at	VLDLR	Very low density lipoprotein receptor	3	0.00	0.33	2.26	2.04	5.29	3.14	2.69	3.12
1394022_at	ID4	Inhibitor of DNA binding 4, dominant negative helix-loop- helix protein	1	−0.50	−0.33	2.25	2.38	4.11	3.18	2.70	2.21
1387995_a_at	Ifitm3	Interferon induced transmembrane protein 3	2	0.00	−0.33	2.24	2.48	5.15	3.34	2.59	2.32
1385248_a_at	OGN	Osteoglycin	1	0.48	0.33	2.24	3.20	8.01	3.97	4.86	3.37
1387472_at	CD3D	CD3d molecule, delta (CD3-TCR complex)	5	−0.50	−0.33	2.24	2.76	4.40	4.32	2.86	2.95
1377340_at	TFPI2	Tissue factor pathway inhibitor 2	3	0.00	−0.33	2.24	2.54	4.71	2.97	2.73	2.96
1368821_at	FSTL1	Follistatin-like 1	1	−0.50	0.33	2.23	2.61	5.00	4.11	3.62	3.47
1370950_at	PPAP2B	Phosphatidic acid phosphatase type 2B	1	0.00	0.33	2.22	2.99	4.24	3.99	2.88	2.97
1371369_at	COL6A2	Collagen, type VI, alpha 2	1	0.50	0.33	2.20	2.59	4.19	3.50	2.73	2.55
1374496_at	TRIL	TLR4 interactor with leucine-rich repeats	1	0.50	0.33	2.17	2.31	4.83	3.45	2.67	2.49
1389546_at	AMOTL2	Angiomotin like 2	1	0.50	−0.33	2.17	4.01	5.02	5.11	3.38	3.23
1372101_at	PPAP2B	Phosphatidic acid phosphatase type 2B	1	0.00	−0.33	2.17	3.14	4.13	3.85	2.99	2.95
1389651_at	APLN	Apelin	1	−0.50	−0.33	2.16	4.39	8.56	7.82	5.02	2.93
1369207_at	IL7	Interleukin 7	1	−0.50	−0.33	2.00	2.30	4.07	2.88	2.63	2.86
1390075_at	OLFML2B	Olfactomedin-like 2B	1	0.00	−0.33	2.00	3.19	5.15	3.83	3.06	3.20
1372587_at	EMCN	Endomucin	1	0.00	−0.33	1.98	2.43	4.16	2.74	2.99	2.33
1370202_at	PLA2G16	Phospholipase A2, group XVI	3	0.00	−0.32	1.97	2.03	4.05	2.80	2.12	2.31
1368702_at	PAWR	PRKC, apoptosis, WT1, regulator	3	0.50	−0.33	1.96	1.97	4.35	3.14	2.01	2.48
1371349_at	COL6A1	Collagen, type VI, alpha 1	1	0.00	−0.33	1.96	2.33	4.00	3.48	2.58	2.42
1376106_at	TMEM178	Transmembrane protein 178	1	0.00	0.33	1.96	2.84	5.12	4.75	2.60	3.70
1384558_at	Plac9	Placenta-specific 9	1	0.50	0.33	1.93	2.55	4.07	2.73	2.33	3.40
1390776_at	IRX3	Iroquois homeobox 3	1	0.00	−0.33	1.93	2.18	4.03	3.30	2.17	2.34
1390156_a_at	PRICKLE2	Prickle homolog 2 (Drosophila)	1	0.00	−0.33	1.89	2.78	4.27	4.35	2.42	2.99
1373245_at	COL4A1	Collagen, type IV, alpha 1	1	0.00	−0.33	1.88	2.63	5.20	3.83	2.87	2.55
1385173_at	EBF3	Early B-cell factor 3	1	0.00	0.33	1.82	3.27	4.81	5.02	3.12	3.58
1368271_a_at	FABP4	Fatty acid binding protein 4, adipocyte	1	0.00	−0.32	1.81	3.13	4.89	3.66	3.99	2.95
1367774_at	Gsta3	Glutathione S-transferase A3	1	0.50	−0.31	1.81	2.58	4.11	2.53	2.49	2.31
1384150_at	MID1	Midline 1 (Opitz/BBB syndrome)	3	0.50	0.33	1.79	2.10	4.37	3.53	2.07	2.57
1368725_at	JAG1	Jagged 1	1	−0.50	0.33	1.78	2.47	4.34	3.52	2.72	2.37
1371691_at	RARRES2	Retinoic acid receptor responder (tazarotene induced) 2	1	0.00	−0.33	1.77	2.22	4.44	2.83	2.37	2.79
1375224_at	PHLDA3	Pleckstrin homology-like domain, family A, member 3	1	0.00	−0.33	1.76	4.61	6.21	5.57	4.22	3.29
1378220_at	Rpl39l	Ribosomal protein L39-like	3	0.50	−0.33	1.76	1.57	4.03	2.51	1.83	2.50
1369313_at	FHL2	Four and a half LIM domains 2	1	0.00	−0.33	1.74	2.41	4.26	3.85	2.43	2.26
1388924_at	ANGPTL4	Angiopoietin-like 4	1	0.00	0.33	1.59	3.07	4.39	3.82	2.69	2.61
1373970_at	IL33	Interleukin 33	1	0.49	0.32	1.53	2.43	5.41	4.44	3.58	2.10

**Table 4:** **List of representative pattern-specific genes showing at least 4-fold decrease from the average of their respective controls 24 h after treatment**.

**Probe ID**	**Symbol**	**Entrez gene name**	**Pattern number**	**Control D5W**	**Control NaCl**	**Topotecan followed by D5W**	**Oxaliplatin followed by NaCl**	**Toptecan followed by oxaliplatin**	**Oxaliplatin followed by topotecan**	**NaCl followed by oxaliplatin**	**D5W followed by topotecan**
1397312_at	XPO7	Exportin 7	17	0.00	−0.33	−4.00	−1.98	−4.48	−4.63	−1.84	−4.07
1377079_a_at	PPOX	Protoporphyrinogen oxidase	16	0.00	−0.33	−4.02	−3.42	−4.03	−3.70	−4.17	−3.69
1376118_at	OTUB2	OTU domain, ubiquitin aldehyde binding 2	16	0.00	−0.33	−4.05	−2.76	−4.04	−3.34	−3.29	−3.24
1392512_at	Hist3h2ba	Histone cluster 3, H2ba	17	0.00	−0.33	−4.05	−3.01	−3.41	−3.37	−3.00	−4.93
1389160_at	AHSP	Alpha hemoglobin stabilizing protein	17	0.50	0.33	−4.05	−2.20	−4.79	−4.41	−2.48	−4.98
1383593_at	TMEM56	Transmembrane protein 56	16	0.00	−0.33	−4.07	−4.83	−6.91	−4.69	−6.22	−4.36
1394361_a_at	WNT2	Wingless-type MMTV integration site family member 2	17	0.48	−0.33	−4.08	−2.46	−3.98	−2.70	−3.82	−2.86
1390465_at	RNF123	Ring finger protein 123	17	0.00	−0.33	−4.10	−2.58	−3.55	−2.49	−2.49	−4.20
1370878_at	UROD	Uroporphyrinogen decarboxylase	16	0.00	0.33	−4.13	−3.37	−4.51	−4.31	−3.69	−4.05
1382963_at	ABCB10	ATP-binding cassette, sub-family B (MDR/TAP), member 10	16	0.00	−0.33	−4.13	−3.47	−5.65	−4.44	−3.78	−4.52
1387970_at	SLC38A5	Solute carrier family 38, member 5	17	0.00	0.33	−4.15	−2.74	−4.75	−2.64	−3.75	−4.00
1372523_at	GCLC	Glutamate-cysteine ligase, catalytic subunit	16	0.00	−0.32	−4.24	−3.72	−5.33	−3.70	−4.59	−3.29
1373458_at	BEX4	Brain expressed, X-linked 4	9	0.00	0.33	−4.24	−26.55	−25.17	−23.87	−26.68	−5.09
1392687_at	PIGQ	Phosphatidylinositol glycan anchor biosynthesis, class Q	16	−0.50	0.33	−4.30	−3.53	−6.43	−4.82	−3.90	−3.85
1372086_at	FHDC1	FH2 domain containing 1	17	−0.50	−0.33	−4.31	−1.95	−3.54	−3.33	−1.94	−4.49
1388059_a_at	SLC11A2	Solute carrier family 11 (proton-coupled divalent metal ion transporters), member 2	16	0.00	−0.33	−4.37	−4.18	−4.55	−4.26	−4.36	−4.04
1369305_at	RAB3IL1	RAB3A interacting protein (rabin3)-like 1	17	0.00	−0.33	−4.40	−2.89	−3.91	−3.55	−2.69	−3.49
1367689_a_at	CD36	CD36 molecule (thrombospondin receptor)	15	0.00	0.33	−4.43	−1.92	−4.20	−3.22	−1.65	−3.95
1389507_at	NEDD4L	Neural precursor cell expressed, developmentally down-regulated 4-like, E3 ubiquitin protein ligase	17	0.00	0.33	−4.49	−2.66	−5.11	−4.27	−2.69	−4.30
1387693_a_at	SLC6A9	Solute carrier family 6 (neurotransmitter transporter, glycine), member 9	17	0.00	0.32	−4.50	−2.88	−4.21	−3.84	−2.98	−4.19
1393142_at	CEP70	Centrosomal protein 70kDa	16	0.00	0.33	−4.59	−3.07	−5.11	−4.14	−3.79	−3.79
1395610_at	TSPAN33	Tetraspanin 33	17	−0.49	−0.33	−4.62	−2.70	−4.79	−3.91	−3.61	−4.41
1375896_at	STRADB	STE20-related kinase adaptor beta	17	0.00	0.33	−4.65	−2.49	−4.43	−4.24	−2.62	−4.00
1392695_a_at	UROS	Uroporphyrinogen III synthase	16	−0.50	0.33	−4.77	−6.07	−6.88	−6.03	−6.40	−5.84
1372374_at	CA1	Carbonic anhydrase I	9	0.00	0.33	−4.78	−46.26	−64.49	−67.60	−43.94	−7.59
1387370_at	TMOD1	Tropomodulin 1	17	0.00	0.33	−6.81	−3.78	−7.02	−5.18	−4.02	−7.72
1382618_at	EPB42	Erythrocyte membrane protein band 4.2	17	−0.50	−0.33	−6.84	−3.25	−7.25	−5.11	−3.34	−8.67
1393376_at	SOX6	SRY (sex determining region Y)-box 6	17	0.01	0.31	−6.96	−4.84	−7.27	−6.53	−5.92	−6.58
1383853_at	DYRK3	Dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 3	17	0.00	0.33	−7.14	−2.62	−6.69	−6.60	−2.61	−8.69
1378196_at	SLC43A1	Solute carrier family 43, member 1	17	0.00	−0.33	−7.70	−4.55	−10.31	−9.27	−5.39	−8.31
1369634_at	SLC4A1	Solute carrier family 4	17	0.50	0.33	−7.89	−2.32	−5.68	−3.85	−2.15	−8.21
1371113_a_at	TFRC	Transferrin receptor (p90, CD71)	15	0.00	−0.33	−8.14	−4.93	−15.11	−12.20	−4.97	−10.76
1389398_at	ANK1	Ankyrin 1, erythrocytic	17	0.00	−0.33	−9.38	−4.35	−12.60	−7.48	−4.21	−12.30
1383290_at	SPINT1	Serine peptidase inhibitor, Kunitz type 1	16	−0.50	−0.33	−9.60	−10.69	−13.97	−12.59	−11.11	−10.53
1388998_at	EPB49	Erythrocyte membrane protein band 4.9 (dematin)	17	−0.50	0.33	−10.59	−5.70	−9.84	−8.05	−5.93	−10.33
1381477_at	ANK1	Ankyrin 1, erythrocytic	17	0.00	0.33	−12.66	−6.64	−17.83	−10.27	−7.94	−14.31
1383286_at	PLEK2	Pleckstrin 2	17	0.00	0.33	−14.00	−6.67	−15.65	−11.86	−9.34	−15.86
1387522_at	RHAG	Rh-associated glycoprotein	17	0.00	0.33	−14.97	−5.69	−13.90	−12.95	−6.28	−13.77
1381489_at			17	0.50	0.33	−17.14	−7.25	−22.67	−17.70	−9.82	−16.57
1387100_at	AQP3	Aquaporin 3 (Gill blood group)	16	0.00	−0.33	−17.21	−8.44	−21.00	−13.40	−11.88	−12.18
1389715_at	YPEL4	Yippee-like 4 (Drosophila)	17	0.00	0.32	−19.98	−6.29	−15.03	−13.24	−7.82	−16.63
1386212_at	SPTA1	Spectrin, alpha, erythrocytic 1 (elliptocytosis 2)	17	0.00	−0.33	−26.51	−4.34	−21.38	−11.00	−6.03	−29.53

### Pathway analysis of genes within patterns extracted by EPIG

Gene lists within patterns revealing clear differences between control and treatment groups for each time-point were used to obtain pathway enrichment profiles by gene set enrichment analysis (Subramanian et al., 2005). Supplementary Tables 2–4 are lists (1 h, 6 h and 24 h respectively) of pathways from gene set enrichment analyses carried out against reference pathways, provided by Ariadne, within the designated patterns. Pathways common to multiple patterns were also identified and shown in Figure 4. The pathways commonly enriched in all patterns evaluated at all treatment times were those pathways related to chromatin remodeling and cell cycle regulation. 

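Smarcc1, a core subunit of the SWI/SNF complex, fell to -1.49, -1.10 and -1.0 at 1, 6 and 24 h after topotecan/oxaliplatin (SE 0.09 at each time). Plk1, a kinase of mitotic entry, fell to -1.03, -1.82 and -1.89 after oxaliplatin/topotecan. Ccnb1, the mitotic cyclin B1, stood at -0.58 and -0.52 at 1 and 6 h after oxaliplatin/NaCl and fell to -1.56 at 24 h. Of the 82 chromatin remodeling and histone modification genes, 31, 28, 17, 16, 37 and 43 fell at 6 h (31, 28, 21, 17, 38 and 43 adjusted over the list alone) and 6, 7, 0, 1, 6 and 6 rose (7, 7, 2, 1, 6 and 6 adjusted over the list alone). At 24 h 20, 23, 27, 34, 41 and 34 fell (18, 23, 27, 34, 41 and 34 adjusted over the list alone) and 3, 4, 5, 5, 4 and 8 rose (the same counts adjusted over the list alone).
Of 37 mitosis genes, 15, 22, 1, 0, 19 and 23 fell at 1 h (15, 26, 4, 0, 19 and 24 adjusted over the list alone) and 1, 1, 1, 0, 1 and 1 rose (1, 1, 1, 1, 1 and 1 adjusted over the list alone). At 6 h 35, 36, 3, 6, 35 and 34 fell (35, 36, 3, 7, 35 and 34 adjusted over the list alone) and at 24 h 35, 35, 34, 35, 36 and 35 (the same counts adjusted over the list alone), with 0, 0, 0, 1, 1 and 1 higher at 6 h and 0, 1, 0, 1, 0 and 1 at 24 h (1, 1, 0, 1, 1 and 1, then the same counts, adjusted over the list alone). Counts for the 6 treatments run from topotecan/D5W, D5W/topotecan, oxaliplatin/NaCl and NaCl/oxaliplatin to topotecan/oxaliplatin and oxaliplatin/topotecan. The members of a list are co-regulated, so their counts are not independent draws.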

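Prkdc, the catalytic subunit of the DNA-dependent kinase of end joining, fell to -1.80 at 1 h after topotecan/D5W and -2.04 after topotecan/oxaliplatin. Fancd2, a protein of cross-link repair, fell to -1.38, -1.54, -0.66, -0.53, -1.60 and -1.81 at 6 h (SE 0.10 to 0.14). Of 55 DNA repair genes, 28, 16, 0, 0, 33 and 23 fell at 1 h (29, 16, 0, 0, 34 and 23 adjusted over the list alone) and 43, 41, 20, 14, 45 and 46 at 6 h (43, 42, 21, 16, 45 and 46 adjusted over the list alone). Few rose: 1, 1, 0, 0, 1 and 1 at 1 h (2, 1, 0, 0, 1 and 1 adjusted over the list alone) and 1, 2, 0, 0, 2 and 1 at 6 h (1, 2, 1, 0, 2 and 1 adjusted over the list alone). H3c1, which encodes histone H3, rose by 1.55 (SE 0.17) at 1 h after topotecan/D5W and stood at 0.59 after D5W/topotecan, and 9 and 1 of 13 histone genes rose in these groups (9 and 0 adjusted over the list alone). After both orders of oxaliplatin alone 0 of the 13 rose at 1 h. The study made its cDNA from an oligo-d(T) primer, so histone mRNA without a poly(A) tail would lie outside these values. Among 45 cell cycle regulators, 29, 27, 13, 12, 27 and 26 fell at 6 h (29, 28, 16, 12, 29 and 26 adjusted over the list alone) and 4, 3, 2, 4, 7 and 6 rose (5, 3, 3, 4, 7 and 7 adjusted over the list alone).
Adm, the hypoxia-induced peptide adrenomedullin, rose by 1.62, 1.70, 1.37, 1.29, 2.32 and 2.43 at 6 h. Of 27 hypoxia response genes, 9, 7, 2, 7, 13 and 11 rose at 6 h (10, 7, 2, 7, 13 and 12 adjusted over the list alone) and 4, 4, 2, 2, 4 and 5 fell (4, 4, 2, 3, 4 and 5 adjusted over the list alone). At 1 h 3, 2, 1, 0, 5 and 2 rose and 3, 3, 0, 0, 3 and 5 fell (the same counts adjusted over the list alone). After a second quantile normalization 5 rose and 1 fell at 1 h after oxaliplatin/topotecan and 5 rose and 2 fell after D5W/topotecan, so their balance at 1 h depends on the scaling. Mgst3, a microsomal glutathione transferase, fell to -2.71, -2.42, -1.11, -0.75, -2.49 and -2.81 at 6 h, and of 33 glutathione metabolism genes 9, 7, 3, 4, 9 and 9 fell (9, 7, 3, 5, 9 and 9 adjusted over the list alone) and 7, 4, 1, 4, 9 and 7 rose (7, 4, 1, 5, 9 and 8 adjusted over the list alone). Ndufs6 of respiratory complex I fell to -0.80, -0.76, -0.53, -0.47, -0.80 and -0.81. Of 77 oxidative phosphorylation genes, 40, 3, 0, 0, 50 and 4 fell at 1 h (42, 3, 0, 0, 54 and 4 adjusted over the list alone) and 69, 59, 20, 43, 70 and 67 at 6 h (70, 63, 28, 49, 72 and 69 adjusted over the list alone). In the same lists 0, 2, 0, 0, 0 and 0 rose at 1 h and 0, 0, 0, 0, 1 and 0 at 6 h. The 6 values in each series run from topotecan alone (first, second) through oxaliplatin alone (first, second) to topotecan/oxaliplatin and oxaliplatin/topotecan.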

Pathways derived from the lists of genes obtained from bone marrow samples 1 and 6 h after dosing were particularly enriched with pathways related to DNA repair, histone biology, cell cycle regulation, hypoxia, glutathione metabolism, and respiratory and oxidative phosphorylation. These regulatory events provide evidence of target-mediated biology for the drug treatments that can be potentially used as a basis for additional toxicodynamic modeling as early as 1 h after administration of a single dose.

**Figure 4:**
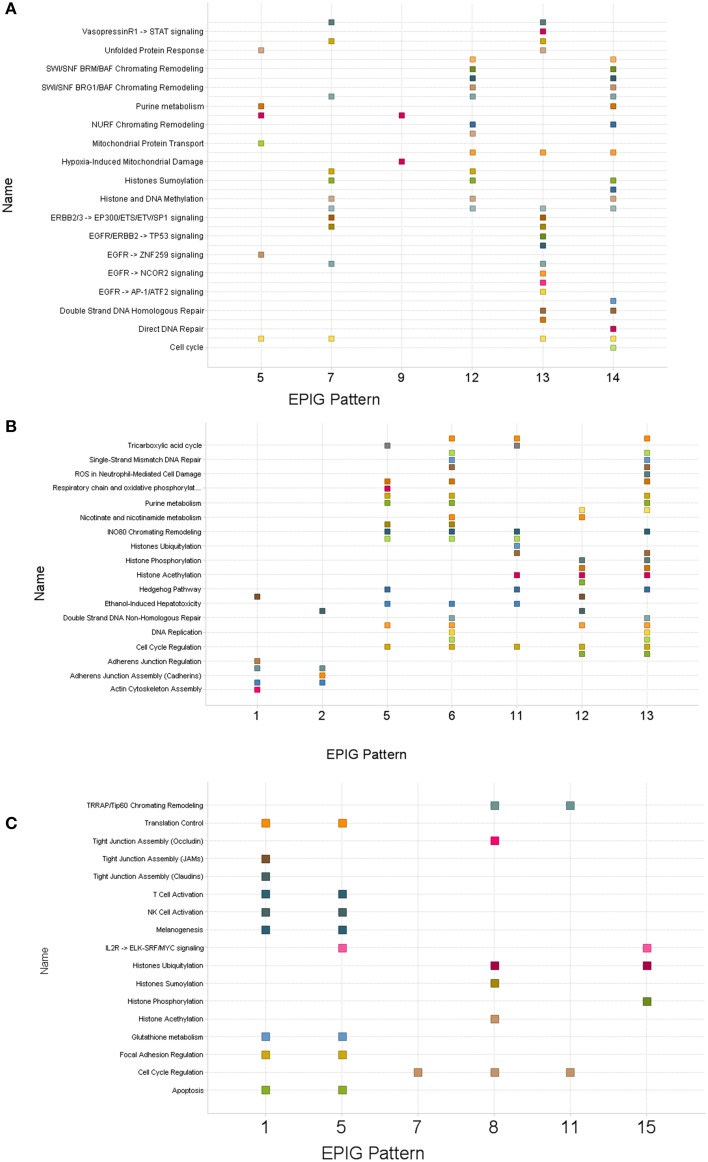
**Scatter plots of pathways enriched in patterns derived from bone marrow collected post-treatment with topotecan, oxaliplatin, or a combination**. Clusters of genes identified by EPIG were then analyzed using Gene Set Enrichment Analysis (GSEA) and Sub-Network Enrichment Analysis (SNEA) algorithms to find enriched pathways. **(A)** One hour post-treatment. **(B)** Six hours post-treatment. **(C)** Twenty-four hours post-treatment. The numbers on the x-axis denote the EPIG pattern which contained the genes that enriched the pathways labeled on the y-axis. A square represents a pathway that was enriched by the genes in the given EPIG pattern.

### Differentially expressed genes

Using statistical comparisons of treatments to time-matched controls (absolute fold change >2 and FDR < 0.01), 3304 gene probes in total were detected as differentially expressed (Supplementary Table 5). 

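Gdf15 was the 1 gene that passed both thresholds in all 18 comparisons of a treatment with its vehicle, with changes at 6 h of 3.64, 3.31, 3.55, 4.49, 4.26 and 3.82 in the 6 treatments. That it did so in all rests on NaCl/oxaliplatin at 1 h, where limma calls 0 probe sets without animal 80, with the 2 groups fitted alone or with 1 fit per time (1802 at unadjusted p under 0.05 with all rats). There Plk2, a kinase of centriole duplication and p53 target, rose by 1.58, and Phlda3, an inhibitor of Akt and p53 target, stood at 0.71 without passing. In any of the 18 comparisons 4234 probe sets passed, of which 3328 carry 1 gene symbol and represent 2751 genes. The comparisons of 3 treatments share each vehicle group, so a shifted vehicle rat would move several of them. The count is that of an adjusted p under 0.01 within each comparison and a fold above 2.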

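Marrow at 24 h after either combination lay furthest from vehicle on the first principal component of the 4234 changed probe sets, with mean scores of 55.5 (SD 3.43) for topotecan/oxaliplatin and 51.7 (SD 3.75) for oxaliplatin/topotecan. The scores at 24 h were 37.7 (SD 5.78) for D5W/topotecan, 33.8 (SD 2.97) for oxaliplatin/NaCl, 33.0 (SD 4.14) for NaCl/oxaliplatin and 26.7 (SD 12.1) for topotecan/D5W. Vehicle marrow lay between -26.7 and -23.4 at all times. At 1 h every treatment lay close to vehicle on this component (-27.8 to -16.2), while on the second component rats given topotecan lay at 22.0 to 37.0 and vehicle rats at -17.7 to -9.84. At 6 h on the first component topotecan/D5W reached 14.1 and oxaliplatin/NaCl -2.04.
The first component holds 48.9% of the variance, of which 49.4% lies between times, 32.4% between treatments and 98.4% between the 24 groups. Component 2 holds 16.2% (21.7% between times and 55.2% between treatments) and component 3 holds 11.2% (64.9% and 3.84%). With the time labels permuted 100000 times, a share as large between times had a permutation p of 1e-05 for components 1 and 3, the smallest value possible, and 4e-05 for component 2. In these 3 components 44 of 93 rats had a rat of the same group as nearest neighbour and 82 had a rat of the same time. The probe sets were chosen for differing between groups, so separation of the groups is partly built in.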

Principal component (PC) analysis of the gene expression data from the differentially expressed gene probes projected the samples in 3-dimensional space (Supplementary Figure 5) and revealed that PC #1 separates the samples by time and the top 3 PCs grouped the biological replicates by treatment very well.

### Enrichment of biological processes

Genes detected as differentially expressed at each time point (Supplementary Table 5) were used to enrich Gene Ontology (GO) biological processes (BPs). There were 641 GO BPs (Supplementary Table 6) significant (*p* < 0.05) from the union of all the lists (Supplementary Tables 7–12) [each one matching the order represented by the treatments in Figure 5]. Figure 5 shows the clustering of the 641 GO BPs terms based on the –log base 10 *p*-values. Clusters (those with a correlation value ≥ 0.9) of GO BP terms (*n* ≥ 30) were labeled according to the node having the maximum number of paths to it within the GO BP subtree directed acyclic graph derived from the terms in the cluster. DNA damage-signal transduction by p53 was highly enriched by the oxaliplatin exposure at the 6 h time point when it was given first but not second. 

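Phlda3 rose by 1.38 (SE 0.17) at 6 h after oxaliplatin/NaCl and 1.86 (SE 0.18) after NaCl/oxaliplatin, and Aen by 1.26 (SE 0.18) and 1.99 (SE 0.22). Bbc3, which encodes the p53-induced killer protein PUMA, rose by 0.66 and 0.71, and Mdm2, the p53 ubiquitin ligase, by 1.06 and 1.24. Of the 19 p53 target genes, 10 rose after oxaliplatin/NaCl and 11 after NaCl/oxaliplatin (12 and 12 adjusted over the list alone), and 0 fell in either. The other 4 treatments at 6 h had 8 higher and 2 lower after topotecan/D5W, 8 and 3 after D5W/topotecan, 12 and 1 after topotecan/oxaliplatin and 11 and 1 after oxaliplatin/topotecan (9 and 2, 8 and 3, 12 and 1, 13 and 2 adjusted over the list alone). The order of oxaliplatin changed 0 of the 19 at 6 h in limma, and the 4 at unadjusted p under 0.05 were all lower with oxaliplatin first. The group of oxaliplatin/NaCl at 6 h holds 3 rats.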

Oxaliplatin given second elicited an ATP catabolic process at 6 h and positive regulation of epithelial to mesenchymal transition at 24 h. 

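Atp1b2, a subunit of the sodium-potassium pump, fell to -1.53 at 6 h after NaCl/oxaliplatin (SE 0.16) and -2.05 after oxaliplatin/NaCl (SE 0.19). Mcm6 fell to -1.09 and -1.18, and Abcb10, a mitochondrial transporter of red cell precursors, stood at -0.44 and -0.67. Of 162 ATPase genes, 65, 59, 23, 26, 64 and 67 fell at 6 h in the 6 treatments (66, 61, 23, 31, 64 and 67 adjusted over the list alone) and 11, 13, 4, 6, 14 and 12 rose (11, 14, 4, 6, 14 and 14 adjusted over the list alone). The list holds genes of many pathways, such as helicases and motor proteins, so its counts also follow the fall of replication and mitosis genes.
At 24 h Snai1, a transcription factor that induces the mesenchymal state, rose by 1.14 (SE 0.15) after NaCl/oxaliplatin and 1.09 (SE 0.17) after oxaliplatin/NaCl. The growth factor Bmp4 rose by 2.49 and 2.48, and Jag1, a Notch ligand, by 1.43 and 1.29. Of 25 EMT inducing genes, 15, 14, 16, 16, 17 and 17 rose at 24 h (15, 14, 16, 16, 17 and 18 adjusted over the list alone) and 0, 0, 0, 1, 1 and 0 fell (the same counts adjusted over the list alone). Without the arrays with a strong signal of skeletal muscle genes, 14 rose after oxaliplatin/NaCl and 16 after NaCl/oxaliplatin. Between the 2 orders of oxaliplatin 0 probe sets of any gene differed at 6 or 24 h in limma.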

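Rgs1, which speeds the turn-off of G protein signals in leukocytes, rose by 2.45 (SE 0.37) at 6 h after D5W/topotecan and 2.0 (SE 0.33) after topotecan/D5W. Rgs12 fell to -1.89 and -1.93, and Arhgap19, a regulator of cell division, to -1.67 and -1.70. Of 78 GTPase activating protein genes, 20 rose and 12 fell at 6 h after D5W/topotecan (23 and 12 adjusted over the list alone), and 19 rose and 11 fell after topotecan/D5W (16 and 11 adjusted over the list alone). The counts were 5 and 4 after oxaliplatin/NaCl, 5 and 6 after NaCl/oxaliplatin, 19 and 18 after topotecan/oxaliplatin and 13 and 22 after oxaliplatin/topotecan (5 and 5, 5 and 6, 19 and 18, 13 and 22 adjusted over the list alone). After a second quantile normalization the 5 and 4 of oxaliplatin/NaCl became 5 and 6. By the order of topotecan 8 of the 78 were higher and 5 lower at 1 h with the drug first, and 0 differed at 6 h in limma (2 at unadjusted p under 0.05).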

Topotecan when given second at 6 h impacted Ras GTPase activity in a positive regulation manner. The GTP catabolic process was enriched at the 6 h time point regardless of the order of administration of topotecan or oxaliplatin. 

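Rhob, a DNA damage-induced GTPase, rose by 1.16, 1.51, 0.80, 0.91, 1.58 and 1.62 at 6 h in the 6 treatments, and Rhoc by 0.89, 0.86, 0.65, 0.58, 1.04 and 1.09 (SE 0.11 to 0.14). Of 86 genes of a small GTPase list matched by symbol, which also holds G alpha subunits and proteins that bind or regulate Rab and Arl, 24, 25, 10, 10, 30 and 21 rose at 6 h (23, 25, 10, 9, 29 and 20 adjusted over the list alone) and 5, 5, 0, 1, 5 and 9 fell (5, 5, 0, 1, 5 and 8 adjusted over the list alone). Values run from topotecan/D5W and D5W/topotecan through oxaliplatin/NaCl and NaCl/oxaliplatin to topotecan/oxaliplatin and oxaliplatin/topotecan. Limma found 0 of the 86 changed at 6 h by the order of topotecan (4 at unadjusted p under 0.05) and 0 by that of oxaliplatin (1 at unadjusted p under 0.05).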

Very few BPs were enriched at the 1 h time points. However, the biological processes highly connected to ventricular cardiac muscle cell development were enriched in a time-dependent manner, maximizing at the 24 h time point.

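Fhl2, a LIM protein of heart and bone cells, rose at 6 h by 1.62, 1.5, 1.29, 1.09, 1.79 and 1.16 and at 24 h by 0.81, 1.16, 1.33, 1.15, 1.86 and 1.94. Tnnc1, the slow muscle and cardiac troponin C, stood at 0.41 at 6 h and rose by 0.92 (SE 0.27) at 24 h after oxaliplatin/NaCl, and went from 0.78 to 1.06 after topotecan/oxaliplatin. Of 18 cardiac muscle development genes, 9, 7, 4, 5, 10 and 6 rose at 6 h (10, 7, 6, 6, 10 and 6 adjusted over the list alone) and 6, 5, 12, 7, 9 and 8 at 24 h (6, 5, 12, 7, 9 and 7 adjusted over the list alone), while 0 fell in each. The number of risen genes was thus larger at 24 h than at 6 h after oxaliplatin/NaCl, NaCl/oxaliplatin and oxaliplatin/topotecan and smaller after the other 3.
Skeletal muscle genes were also high in some marrow samples. At 24 h after oxaliplatin/NaCl, 13 of 16 skeletal muscle genes rose (13 adjusted over the list alone), with the muscle actin Acta1 at 3.76 and the myosin light chain Myl1 at 3.51, beside 1, 2, 1, 1 and 2 of 16 in the other 5 treatments. Myh7, a myosin of slow muscle and heart, rose by 1.54 (SE 0.42) in that group and stood at 0.10 after topotecan/oxaliplatin. Without the 2 arrays high in skeletal muscle genes, 6 of the 18 cardiac genes and 2 of the 16 skeletal genes rose after oxaliplatin/NaCl. Without such arrays topotecan/oxaliplatin had 10 risen cardiac genes at 6 h and 10 at 24 h, so its smaller number at 24 h rested on them.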

**Figure 5:**
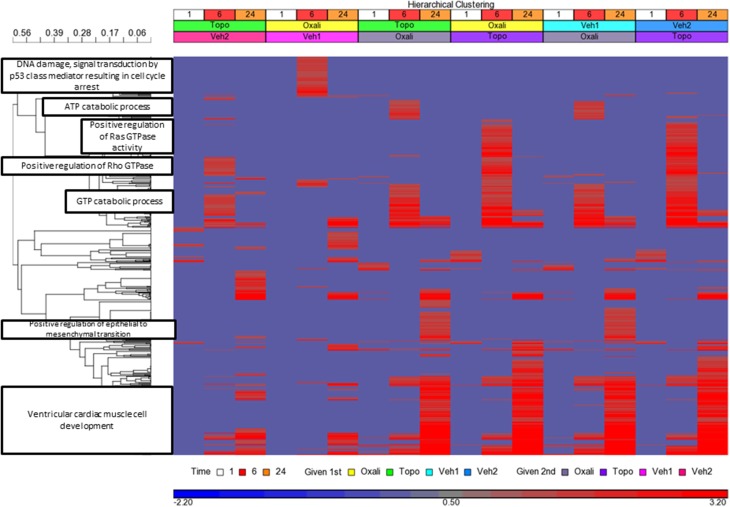
**Clustering of the Enrichment of GO BPs**. Clustering and heatmap based on the −log base 10 (*p*-values) of the 641 Gene Ontology (GO) biological processes (BPs) for each treatment and time point. The GO BPs are on the y-axis, the samples are on the x-axis. The enriched GO BPs were obtained from limma analysis DEGs (absolute fold change >2 and FDR < 0.01). Significance of enrichment was set to *p* < 0.05. Missing values were imputed as 0 (−log base 10(1), i.e., *p* = 1), Clustering of the pathways were performed using Pearson correlation dissimilarity (*r*) and average linkage grouping. Clusters (those with a 1- *r* ≥ 0.9) of GO BP terms (*n* ≥ 30) were labeled according to the node having the maximum number of paths to it within the GO BP subtree directed acyclic graph derived from the terms in the cluster. The color in the legend denotes the significance of enrichment. The more red the heat map color, the more significant the enrichment.

### Regulation of p53 signaling, apoptosis and cell cycle related genes

Pathways related to DNA damage and p53-mediated cell cycle arrest were identified as highly connected and were uniquely enriched in some samples. We then visualized the changes in gene expression within the rat p53 signaling Wikipathway at the 24 h time point in the study (Figure 6). 

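Mdm2 stood at -0.24 (SE 0.17) and -0.25 after topotecan alone at 24 h, rose by 0.49 (SE 0.14) and 0.78 (SE 0.16) after oxaliplatin alone, and stood at 0.31 and 0.32 after the combinations. Gadd45g, a growth arrest gene, stood at 0.16, 0.37 and 0.68 and rose by 0.75 after NaCl/oxaliplatin, 1.20 after topotecan/oxaliplatin and 0.88 after oxaliplatin/topotecan. Shisa5, the apoptosis gene also called Scotin, rose by 0.73, 0.67, 0.55, 0.53, 1.02 and 0.92 in the 6 treatments. Casp8, an initiator caspase, rose by 0.52, 0.75, 0.70 and 0.60 with oxaliplatin and stood at 0.40 and 0.49 after topotecan alone. Igfbp3, a binding protein of insulin-like growth factors, rose by 1.76 (SE 0.32) after topotecan/oxaliplatin and stood between 0.05 and 0.74 in the other 5.
Ccne1, a cyclin of S phase entry, fell to -1.87, -2.03, -2.18, -2.56, -2.52 and -2.46, Siah1, a ubiquitin ligase, to -0.65, -0.64, -0.77, -0.56, -0.59 and -0.82, and Parp1, a sensor of DNA breaks, to -0.35, -0.37, -0.88, -0.94, -0.84 and -0.83. Gtse1, which moves p53 out of the nucleus, fell to -0.46, -0.59, -0.46 and -0.37 with topotecan alone and in combination and stood at 0.00 and -0.14 after oxaliplatin alone. Of the 17 p53 pathway genes of Figures 6 and 7 that the arrays measure, 2, 3, 6, 8, 8 and 7 rose at 24 h (2, 5, 6, 8, 8 and 7 adjusted over the list alone) and 6, 6, 5, 5, 6 and 6 fell (the same counts adjusted over the list alone). The study chose them on these samples, so they are not independent evidence. The p53 gene itself has no probe set with 1 symbol in the table.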

As indicated by the relative expression to time-matched controls, MDM2, GADD45, SCOTIN, CASP8, and IGFB3 were up-regulated whereas the cyclins, p53, SIAH, GTSE1, and PARP1 were down-regulated. Regulation of several genes that also play roles in the apoptosis pathways (Figure 4) and cell cycle regulation (Figure 4) was also observed at the 24 h time point.

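Tnfsf10, which encodes the death ligand TRAIL, rose at 24 h by 0.45, 0.96, 0.69, 1.55 and 1.12 in all treatments but D5W/topotecan (0.51). Birc5, the apoptosis inhibitor survivin, fell to -1.14, -1.40, -1.36, -1.51, -2.34 and -2.45. Bbc3 rose by 1.01 and 1.04 after oxaliplatin alone and stood at 0.15 and 0.24 after topotecan alone. Of 29 apoptosis genes, 8, 5, 8, 10, 13 and 12 rose at 24 h (10, 4, 8, 10, 13 and 12 adjusted over the list alone) and 5, 4, 5, 5, 5 and 5 fell (5, 3, 5, 5, 5 and 5 adjusted over the list alone).
Ccna2, the cyclin of S and G2 phase, fell to -1.22, -1.48, -1.62, -1.93, -2.61 and -2.67, and Ccne2 to -1.78, -1.82, -1.74, -2.17, -2.11 and -2.01. Cdkn1a rose by 0.92, 1.07, 2.66, 2.51, 3.17 and 3.00. Of the 45 cell cycle regulators, 27, 27, 26, 29, 33 and 31 fell at 24 h (27, 27, 26, 30, 33 and 32 adjusted over the list alone) and 4, 5, 4, 7, 6 and 6 rose (7, 5, 4, 7, 6 and 6 adjusted over the list alone). In each series the first 4 values are for topotecan alone and oxaliplatin alone (each given first, then second) and the last 2 for topotecan/oxaliplatin and oxaliplatin/topotecan.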

**Figure 6:**
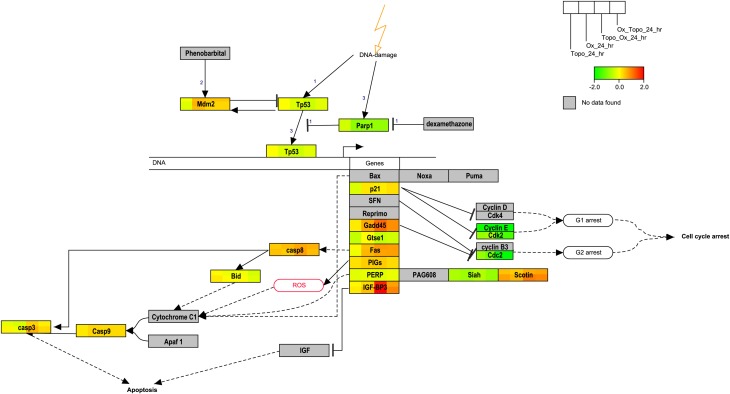
**Overlay of gene expression on the p53 signaling pathway**. The rat p53 signaling pathway is overlaid with the average of the log base 2 ratio values from the replicate samples. Red denotes induction, green repression and yellow no change. Gray indicates that the gene was not mapped. The legend illustrates the segmentation of the genes according to the data from a given treatment.

### p53 signaling pathway gene regulatory network reconstruction

The enrichment of GO biological processes from the samples where oxaliplatin is given first followed by vehicle for topotecan revealed DNA damage, regulation of p53 signaling transduction (Figure 5). In addition, the overlay of gene expression data on the p53 signaling pathway revealed regulation of key components of the cascade at 24 h (Figure 6). We therefore sort out to reconstruct the gene regulatory network based on the 19 genes mapped to the rat p53 signaling Wikipathway. This would allow us to compare the gene interactions from the time point data in the samples where topotecan is given first followed by oxaliplatin vs. when oxaliplatin is given first followed by topotecan. Using the Gene Regulatory Network Inference (GRNInfer) software with the default setting to control the sparseness and the complexity of the network reconstruction, gene networks based on the average of the four replicate time point studies for each order of administration were revealed (Figure 7). When topotecan is given first followed by oxaliplatin, MDM2 proto-oncogene, E3 ubiquitin protein ligase (MDM2) and GADD45g are central hubs interacting with p53, cyclin-dependent kinases, several cysteine-aspartic acid proteases (CASPs), BID, two CASPs (CASP8 and CASP3) and other components (Figure 7A). On the other hand, when oxaliplatin is given first followed by topotecan, CASP8 and the G-2 and S-phase expressed 1 gene (GTSE1) are the central hubs of the network interacting with p53, the cyclin-dependent kinases, CASP9, Kras, FAS, BID and other components (Figure 7B). Essentially the activation and inactivation shown for components in the networks are caused by different central regulators depending on the order of administration.

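Gtse1 was 0.48 (SE 0.13) higher at 1 h when topotecan came before its vehicle than after it. It was the 1 gene among the 17 p53 pathway genes that differed by the order of topotecan (6 at unadjusted p under 0.05 at 1 h, 1 at 6 h and 0 at 24 h). Casp8 fell to -0.68 at 1 h after oxaliplatin/topotecan and stood at -0.01 after topotecan/oxaliplatin (difference 0.68, SE 0.21). Gadd45g rose by 0.94 after topotecan/oxaliplatin and 1.57 after oxaliplatin/topotecan (difference -0.64, SE 0.35). Ccne1 fell to -0.77 after topotecan/oxaliplatin and stood at -0.12 after oxaliplatin/topotecan (difference -0.65). Perp, a p53-induced membrane protein, differed by 0.89 (SE 0.28) between the combinations at 6 h. Between the 2 combinations 0 of the 17 genes passed limma at 1, 6 or 24 h, with 8, 1 and 2 at unadjusted p under 0.05. By the order of oxaliplatin 0 passed, with 5, 3 and 0 at unadjusted p under 0.05. The tests compare expression of single genes and do not infer regulators of a network.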

**Figure 7:**
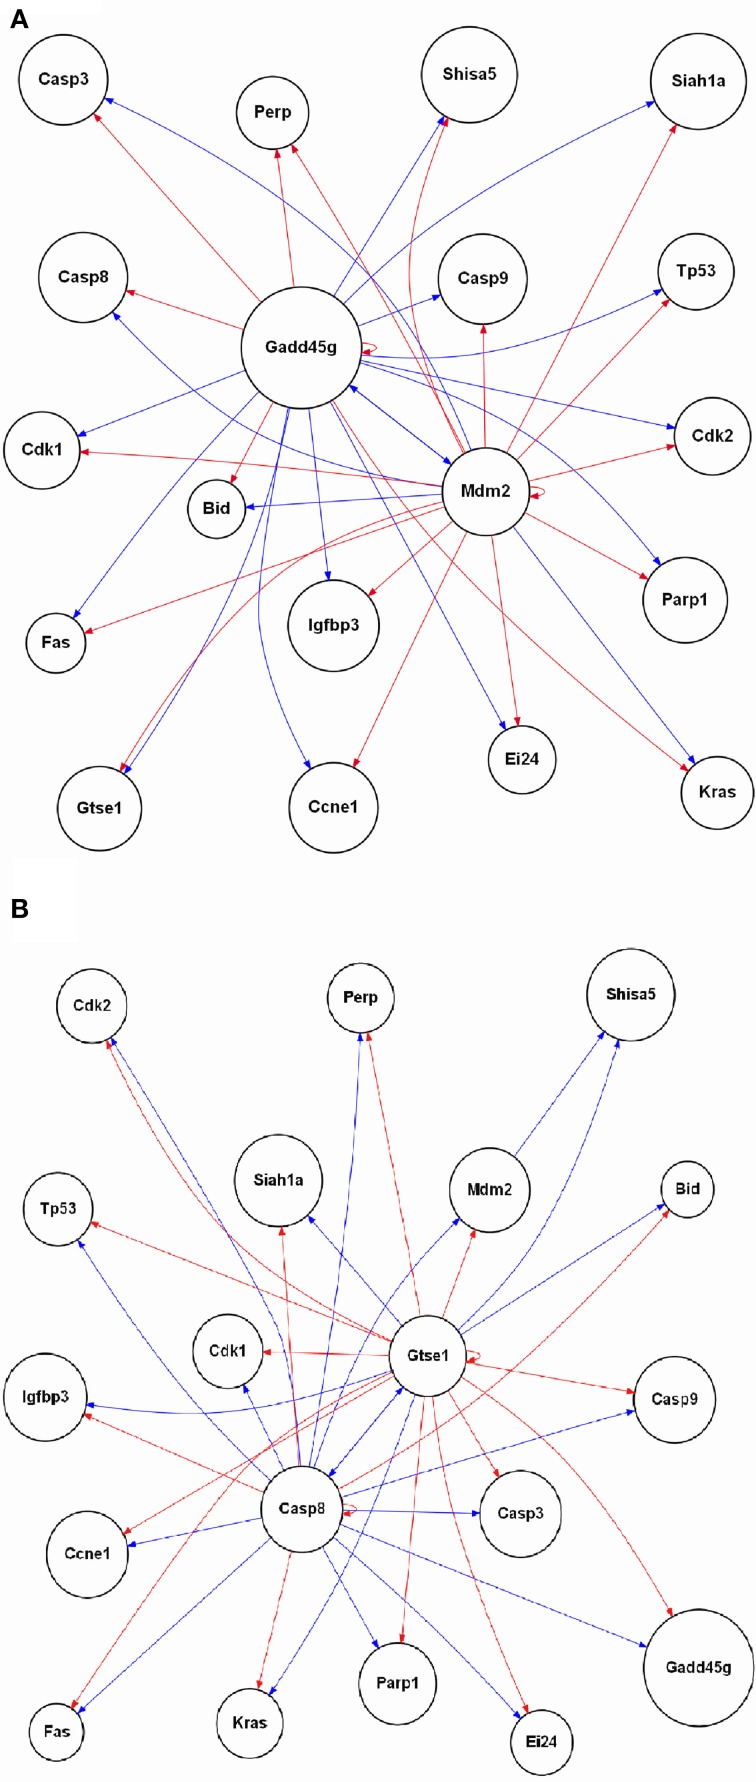
**Reconstruction of the p53 signaling gene regulatory network**. The 19 genes mapped in the rat p53 signaling Wikipathway is used to reconstruct the network based interactions derived from the gene expression data. For **(A)** topotecan followed by oxaliplatin and **(B)** oxaliplatin followed by topotecan, the average of the biological replicates' gene expression data at each time point were used to reconstruct the gene regulatory network depending of the order of administration of the two drugs. A red arrow indicates activation, a blue arrow indicates inactivation. The labeling of the nodes is based on the UniGene symbol.

## Discussion

This study was conducted to determine whether a single dose rodent study and toxicogenomics profiling informs the potential risk for enhanced bone marrow toxicity for the combined administration of clinically effective chemotherapeutic agents. Genomic profiling is a mature technology that has been strategically and efficiently used in preclinical drug safety assessment to predict safety issues that may be revealed in more lengthy, longer-term studies (Ryan et al., 2008; Huang et al., 2010). In addition, global gene expression data have shown promise in generating hypotheses about early onset “toxicity triggers” (Hamadeh et al., 2010). Topotecan is a particularly difficult drug to use in combination because of the need for dose attenuation when given in combination regimens. Having a method to identify the potential for enhanced bone marrow toxicity when topotecan is given in combination with a second agent would be particularly useful.

During the study, no drug-related adverse clinical signs were observed for any animals treated with topotecan or oxaliplatin alone or in combination. Histopathological evaluation of bone marrow established the presence of drug-related lesions in bone marrow (hypocellularity) in animals administered topotecan or oxaliplatin. Although our preclinical results highlight the need to consider the sequence of administration in a clinical protocol, our histopathological findings were not consistent with the sequence dependency of the severity of bone marrow toxicity that was reported in clinical studies of cisplatin and topotecan (De Jonge et al., 2000). In clinical trials, both neutropenia and thrombocytopenia were more severe when cisplatin was administered prior to topotecan and there were significantly lower absolute neutrophil count nadirs and percentage decrements in neutrophil and platelet counts with this sequence. Our results are consistent with the observation that oxaliplatin exhibits a favorable toxicity profile with a substantially lower incidence and severity of nephrotoxicity, ototoxicity, and myelosuppression.

Topotecan and other anticancer agents may cause DNA damage via mechanisms other than direct binding to DNA replication machinery. For example, camptothecin and analogs have been reported to induce apoptosis through a mechanism involving reactive oxygen species and oxidative stress pathways (Li et al., 2009). Similarly, pretreatment of mice with the anti-oxidant quercetin was reported to reduce topotecan-induced genotoxicity and cytotoxicity (Bakheet, 2011). Quercetin also reduced oxidative stress markers in topotecan treated bone marrow cells (Bakheet, 2011). Thus, it is feasible that the early effects of topotecan we observed in bone marrow are related to oxidative stress. Although it is clear that most of the *in vivo* biology for topotecan would be expected to be mediated by TOP1, the observed enrichment of genes related to ROS neutrophil-mediated cell damage and hypoxia-induced mitochondrial damage pathways, support additional mechanistic possibilities.

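Mt2A, a metal-binding protein induced by oxidants, rose by 2.12 and 2.46 at 6 h after topotecan/D5W and D5W/topotecan (SE 0.27 and 0.29) and stood at -0.29 and -0.30 at 24 h. Hmox1, the heme oxygenase, rose by 2.12 and 2.03 at 6 h, and Sod2, the mitochondrial superoxide dismutase, by 1.07 and 0.93. Prdx4, a peroxiredoxin, fell to -0.68 and -0.92 at 24 h. Of 24 oxidative stress response genes, 9, 8, 5, 5, 11 and 11 rose at 6 h (9, 8, 6, 6, 11 and 12 adjusted over the list alone) and 4, 4, 3, 2, 4 and 4 fell (the same counts adjusted over the list alone). At 24 h 2, 1, 4, 5, 8 and 4 rose (2, 2, 4, 5, 8 and 4 adjusted over the list alone) and 9, 9, 7, 7, 9 and 9 fell (the same counts adjusted over the list alone).
Ncf4, a subunit of the NADPH oxidase with which neutrophils make superoxide, rose by 0.38 after topotecan/D5W, stood at 0.26 after D5W/topotecan and rose by 0.75 after NaCl/oxaliplatin at 24 h. Of 6 NADPH oxidase genes, 1, 0, 3, 4, 2 and 3 rose at 24 h (0, 0, 3, 4, 2 and 3 adjusted over the list alone) and 0 fell in each. Hif1a, the oxygen-regulated transcription factor, rose by 0.83 and 0.79 at 6 h and stood at 0.34 and 0.39 at 24 h. Of 27 hypoxia response genes, 4, 4, 9, 15, 11 and 10 rose at 24 h (4, 4, 8, 15, 11 and 10 adjusted over the list alone) and 3, 2, 2, 3, 3 and 3 fell (the same counts adjusted over the list alone). Top1, the target of topotecan, fell to -0.49 and -0.64 at 1 h and to -0.94 and -0.80 at 24 h. Reactive oxygen and cell damage were not measured in these rats, so the values are those of mRNA alone.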

Traditional gene expression analysis has used two samples statistical tests for each comparison of interest or analysis of variance (ANOVA) model when the data are from studies with a factorial design. Upon selecting differentially expressed genes (DEGs), the next step is usually pooling the lists of DEGs to cluster analyze the data for visualization of patterns of gene expression across the samples. A limitation to this strategy is that the process of selecting the genes before detecting the patterns can omit genes that have salient expression profiles correlated across the samples. This caveat is of major concern when analyzing expression data comprised of genes whose expression are altered at low drug exposures or perturbed only for a short duration. The EPIG approach (Chou et al., 2007) was developed specifically for toxicogenomics and other series type studies where the algorithm uses an ANOVA-like statistical evaluation of the patterns of gene expression but also takes into account correlation of genes within an expression pattern. In the EPIG two-step approach, all significant patterns in the data are extracted first, followed by categorization of gene expression profiles.

Application of the EPIG method to our microarray data and subsequent pathway and gene regulatory network analyses allowed identification of genes, pathways and regulatory interactions that appear to represent promising biomarker signatures for bonemarrow toxicity. Pathways related to p53 signaling, DNA repair, histone biology, cell cycle regulation, hypoxia, glutathione metabolism, and respiratory and oxidative phosphorylation reflect the biological effects of either treatment on the bone marrow. The considerable enrichment of pathways involved with DNA repair and chromatin remodeling is remarkably well-aligned with the biological mechanisms and downstream effects of topotecan. The interplay between chromatin remodeling and DNA repair factors is infrequently discussed in relation to DNA damage response mechanisms of the bone marrow. Our analysis highlights a meaningful relationship between chromatin remodeling complexes and mechanisms of bone marrow toxicity and repair that warrants further investigation.

An interesting biological response pathway of genes related to tissue injury was derived from our analysis of co-expressed genes (Supplementary Table 1). Regulation of chondrogenesis, bone repair, and differentiation was identified for some of the genes that were profoundly increased in response to combination treatment when compared to individual treatments. These genes were matrix metallopeptidase 12 (MMP12); transgelin (TAGLN, SM22α); cyclin D1 (CCND1); serpin peptidase inhibitor, clade H (heat shock protein 47), member 1 (collagen binding protein1) (SERPINH1); tenascin C (TNC); ADAM metallopeptidase with thrombospondin type 1 motif, 9 (ADAMTS9); and bone morphogenetic protein 2 (BMP2). TNC is an extracellular matrix glycoprotein that is specifically and transiently expressed upon tissue injury. SERPINH1 functions as a molecular chaperone during collagen synthesis and maturation (Nagata, 1998; Lamande and Bateman, 1999; Razzaque and Taguchi, 1999; Hendershot and Bulleid, 2000). Upon tissue damage, TNC regulates a wide variety of pathways that mediate both inflammatory and fibrotic processes, enabling effective tissue repair (Truong et al., 1996; Chiquet-Ehrismann and Chiquet, 2003; Midwood and Orend, 2009). TAGLN is a shape change sensitive 22 kDa actin-binding protein of the calponin family that may regulate conversion of adult bone marrow-derived mesenchymal stem cells into smooth muscle cells (SMCs) and is an early marker of smooth muscle differentiation (Lawson et al., 1997). Expression of ADAMTS9 was shown to be up-regulated during chondrogenic differentiation of human mesenchymal stem cells (Boeuf et al., 2012).

Gene profiling of bone marrow environment cells revealed distinct expression profiles for genes encoding for ADAMs and their inhibitors (Bret et al., 2011). In the current study, all cells expressed ADAMTSs genes at a low level, with the exception of bone marrow stromal cells. BMP2 plays an essential role in chondrocyte proliferation and maturation during endochondral bone development (Shu et al., 2011). Similarly, MMPs are required for both endochondral and intramembranous ossification during bone repair and it is likely that this gene response is a sensitive indicator of initial degradation of extracellular matrix. These gene responses are similar to microarray studies that identified gene responses during stages of bone marrow-ablation-induced bone regeneration (Wise et al., 2010). Taken together, the observed gene responses may represent a unique biomarker panel for bone marrow that will flag early tissue damage onset followed by chondrogenesis and intramembranous regeneration processes. The 11- and 7-fold increases in MMP12 and TAGLN observed 24 h post-treatment with topotecan compared with a 54- and 17-fold increase when topotecan treatment is given with oxaliplatin might represent an additive response for the combination. 

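Mmp12 was 9.21-fold vehicle at 24 h after topotecan/D5W (log2 3.20, SE 0.35) and 52.4-fold after topotecan/oxaliplatin (log2 5.71, SE 0.33). Tagln was 6.59-fold (log2 2.72, SE 0.25) and 17.1-fold (log2 4.09, SE 0.23). On the linear scale, in units of the vehicle mean, the excess of Mmp12 over vehicle was 52.5 after topotecan/oxaliplatin, beside 22.3 for the sum of topotecan/D5W and NaCl/oxaliplatin (difference 30.2, SE 8.59). For Tagln it was 16.6 beside 13.7 (difference 2.86, SE 2.99). After oxaliplatin/topotecan the excess was 29.7 for Mmp12 beside a sum of 35.5 (difference -5.75, SE 7.76), and 10.7 for Tagln beside 12.5 (difference -1.81, SE 2.40).
On the log2 scale both genes lay below the sum of the single agents: Mmp12 by -1.12 (SE 0.48, limma adjusted p = 0.0881) and Tagln by -1.76 (SE 0.34) after topotecan/oxaliplatin. Of the 7 genes that the study links to chondrogenesis and bone repair, 6 lay below that sum past the test after topotecan/oxaliplatin and 7 after oxaliplatin/topotecan. Over all probe sets 500 departed from the log2 sum after topotecan/oxaliplatin (357 higher, 143 lower) and 592 after oxaliplatin/topotecan (328 and 264). For Mmp12 and Tagln additivity thus depends on the scale chosen. After oxaliplatin/topotecan, Ccnd1 (-3.58, SE 0.89), Serpinh1 (-3.01, SE 1.02), Tnc (-5.80, SE 1.36) and Adamts9 (-4.03, SE 1.15) lay below the linear sum too. Bmp2 (-1.37, SE 1.49) stayed within its SE. After topotecan/oxaliplatin Tnc stood at -5.21 (SE 2.54) from the linear sum. Ccnd1, Serpinh1, Adamts9 and Bmp2 then lay within their SE of it.
The study raises an additive response as a possibility for Mmp12 and Tagln, from their larger change after both drugs than after topotecan. The Mmp12 value after topotecan/D5W rests on 3 rats and ranges from 6.43-fold without animal 36 to 15.4-fold without animal 35.

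**Figure D3:**
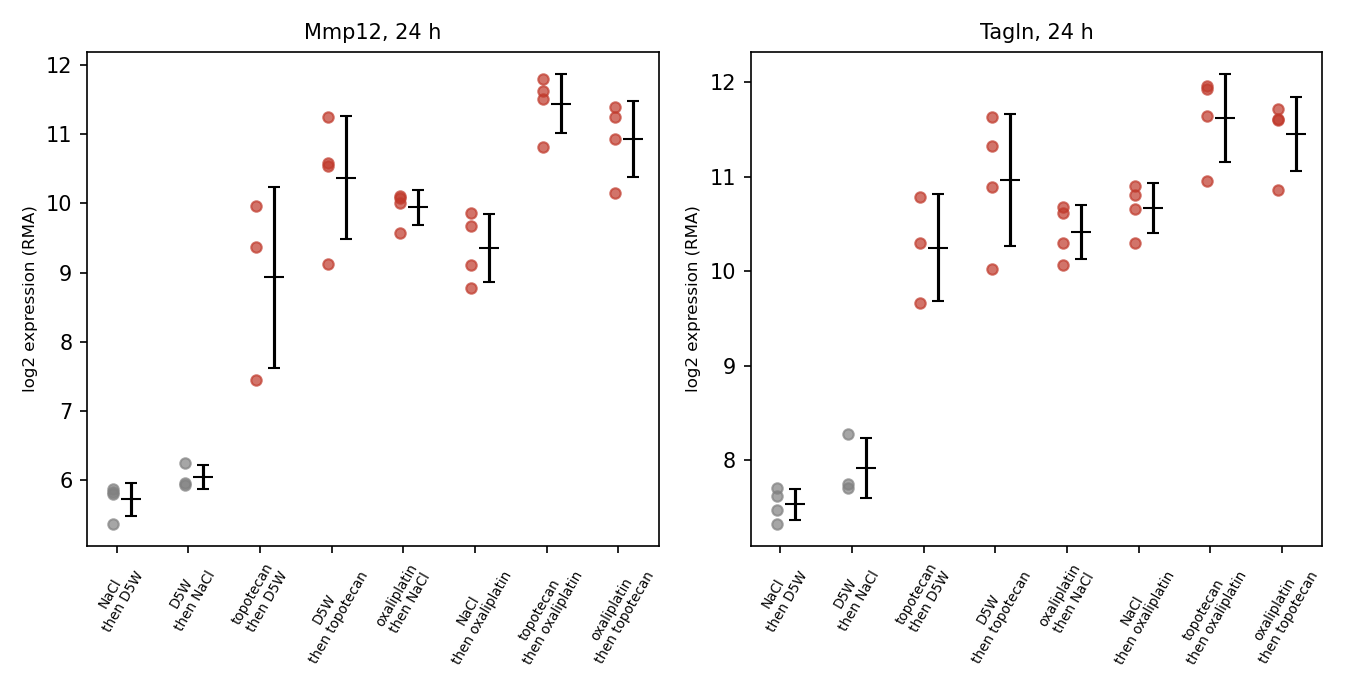
Log2 expression of Mmp12 and Tagln at 24 h in each rat (points) with the group mean and SD (bars), n = 4 rats per group and 3 in topotecan/D5W and D5W/NaCl.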

The effect of treatment combinations on these responses likely reflects a change in the extent of damage and response of the bone marrow to injury.

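Slc4a1, the anion exchanger band 3 of the red cell membrane, fell at 24 h to -2.35, -2.55, -0.99, -0.80, -2.01 and -1.54 in the 6 treatments (SE 0.15 to 0.22), and its probe set in the study's Table 4 to -2.81, -2.86, -1.18, -1.09, -2.45 and -1.90. Epb42, which links band 3 to the membrane skeleton, fell to -2.66, -3.00, -1.68, -1.73, -2.80 and -2.32, and Dmtn, an actin-bundling protein of that skeleton, to -3.22, -3.33, -2.44, -2.47, -3.25 and -2.97. Cpox, an enzyme of heme synthesis, fell to -2.56, -2.98, -2.68, -2.96, -3.52 and -3.35. Of 20 red cell membrane and skeleton genes, 16, 15, 15, 15, 15 and 15 fell at 24 h (16, 16, 15, 15, 15 and 15 adjusted over the list alone) and 3, 3, 3, 4, 4 and 4 rose (3, 3, 4, 4, 4 and 4 adjusted over the list alone). Of 13 heme synthesis genes, 12, 12, 11, 12, 12 and 11 fell (the same counts adjusted over the list alone) and 0, 0, 1, 1, 0 and 1 rose (0, 0, 1, 1, 1 and 1 adjusted over the list alone). Of 25 erythroid genes, 22, 22, 21, 21, 21 and 21 fell at 24 h (the same counts adjusted over the list alone), after 11, 7, 4, 3, 9 and 11 at 6 h (11, 8, 4, 3, 9 and 11 adjusted over the list alone). Bulk marrow was measured, so the values hold both the number of red cell precursors and the expression within them.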

Among the genes showing the most profound decreases in response to all treatments are several genes for proteins regulating shape and hemolysis of erythrocytes. We noted a 26-fold decrease in spectrin, alpha, erythrocytic 1 (elliptocytosis 2) (SPTA1). Mutations in spectrin genes that render red cells deficient in spectrin are associated with abnormal cytoskeletal architecture making erythrocytes susceptible to hemolysis (Kakhniashvili, 2001; Broderick and Winder, 2005). A similar contribution to actin dynamics in platelets has been elucidated for pleckstrin-2 (PLEK2) (Lian et al., 2009), and we report a 14-fold decrease in PLEK2 mRNA in response to topotecan alone. In addition, a 9-fold decrease was noted in Ankyrin 1 (ANK 1), an erythrocyte membrane protein that is defective in many patients with hereditary spherocytosis, a common hemolytic anemia. 

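Plek2, a pleckstrin domain protein of late red cell precursors and platelets, fell to -3.70 on the log2 scale at 24 h after topotecan/D5W (SE 0.23, 13.0-fold lower, n = 3 and 4 rats). It fell to -3.86 after D5W/topotecan and to -2.72 and -3.19 after oxaliplatin alone. Tmod1, which caps the actin filaments of the red cell skeleton, fell to -2.75. Plek2 stood at 0.69 at 1 h and -0.55 at 6 h after topotecan/D5W. With 1 rat left out at a time, the fold at 24 h ranged from -16.7 to -10.5 (negative folds are decreases).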

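Ank1, the ankyrin that anchors band 3 to the red cell skeleton, fell to -3.13 on the log2 scale at 24 h after topotecan/D5W (SE 0.21, 8.74-fold lower). It fell to -3.55 after D5W/topotecan, -2.11 after oxaliplatin/NaCl, -2.05 after NaCl/oxaliplatin and to -3.60 and -2.87 after the combinations. A fall was present at 1 h after topotecan alone (-0.65 and -1.03) and not after oxaliplatin alone (-0.27 and 0.17). Leaving out 1 rat at a time moved the fold after topotecan/D5W between -11.4 and -7.36, as negative folds.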

Taken together our results demonstrate a clear connectivity between the most profoundly affected genes and the clinical adverse effect profile for topotecan. For example, a recent clinical study designed to determine the dose of weekly oral topotecan allowing safe administration in patients with recurrent gynecologic malignancies, 13 (11.1%) doses of drug were held because of anemia in 8 patients, neutropenia in 7, or thrombocytopenia in 2 (Von Gruenigen et al., 2012).

This study reports gene response data in bone marrow post-treatment with topotecan or oxaliplatin alone and in combination following a single administration. There are no comparable gene expression studies on the effect of the combination of the two agents used here, but one study, based on 8 mg/kg oxaliplatin in rat bone marrow at 24 h, was found in a public data source. That public (yet unpublished) study is deposited in the Drug Matrix 8.0 database (Ganter et al., 2005) hosted by the NIEHS/NTP at https://ntp.niehs.nih.gov/drugmatrix/index.html. One published study compares the effect of oxaliplatin in ovarian cancer spheroids (L'Esperance et al., 2008). This underscores the uniqueness and novel aspect of our combination study. Supplementary Figures 6, 7 show the paucity of overlap of the oxaliplatin DEGs from our current study and those from the aforementioned public studies (Drug Matrix bone marrow and ovarian cancer spheroids respectively). Caution is needed in interpreting these comparisons due to the differences in the doses administered, the target cell type/tissue, the array platforms, significance test and the annotations based on gene symbol to compare results. We provide a comprehensive list of genes from our microarray analysis of bone marrow taken at various time points after treatment of rats to enable additional analysis and hypothesis generation (http://tools.niehs.nih.gov/cebs3/ui/). Although we will continue to analyze these data for biological response pathways and mechanistic pathways for toxicity, we publish these data to encourage other investigators to employ alternative analysis methods and propose additional relationships relevant to the observed bone marrow responses and treatments.

The use of a single dose study using genomic endpoints as a measure of enhanced bone marrow toxicity is exciting for several reasons. This approach could be incorporated into a mechanism-based risk evaluation and a single dose administration can be readily incorporated as an *in vivo* or *in vitro* screening paradigm. For example, attempts to validate *in vitro* bone marrow systems could use these data to explore and identify molecular anchors that translate from *in vitro* to *in vivo*. Second, this proof of concept revealed that the molecular responses in bone marrow toxicity is much earlier than previously documented preclinical histopathological observations of topotecan toxicity. Examining the acute response of a target organ to chemotherapy and obtaining a molecular footprint associated with this response in combination with a targeted agent can guide us along new avenues of investigation about mechanisms of target-mediated toxicity. At this point, these data represent qualitative information that is relevant to understanding mechanisms of toxicity. The initial phenotypic anchoring of these data with additional endpoints may ultimately provide a more comprehensive understanding of pathways underlying bone marrow toxicities. Indeed, other reports have highlighted the potential use of toxicogenomics data to enable integrative risk assessment and biomarker identification (Ellinger-Ziegelbauer et al., 2011; Matheis et al., 2011). We plan to apply this approach to other target organs and additional anticancer drug combinations to examine the broader implications of this strategy.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

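Femur bone marrow of 93 male rats was measured on Affymetrix rat expression arrays, 1 array per rat, in 8 groups of infusions at 1, 6 and 24 h. The conditions of the samples, including infusion order, time and animal number, were taken from the sample records and the study's Table 1. Each group at each time holds 4 rats, with 3 in D5W/NaCl at 24 h, topotecan/D5W at 24 h and oxaliplatin/NaCl at 6 h. One array of oxaliplatin/NaCl at 6 h had been left out by the authors as an outlier. Each rat gave 1 array, so no pairing of samples was possible.

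The deposited table holds log2 values that the authors made with RMA (background correction, quantile normalization and median polish of the probes of a probe set) before deposition. They then kept the probe sets whose probes share variation, by the pvac method, and the deposited table of 12560 probe sets already contains that filter, which had been assumed before the files were opened to be outside it. The values ran from 3.94 to 15.40 and the array medians from 8.79 to 9.30, so the arrays were no longer quantile normalized to 1 distribution after the filter. From this table 28 control probe sets were removed, and all 12532 others were tested. Symbols came from the annotation of the array: 10002 probe sets have 1 symbol, 292 several and 2238 none. A gene is represented by its probe set of highest mean over the 93 arrays, or, where the study gives the fold of a gene in its text (Mmp12, Tagln, Plek2 and Ank1 among them), by the probe set in its supplementary table. For other genes, such as Sox6, Uros and Slc4a1, the probe set of highest mean is not the one the study's Table 4 names. For Bmp2 and Ccnd1 the study's Table 3 names the probe set of highest mean beside at least 1 other. Arrays have no read depth. Their precision is the spread between rats, given as standard errors.

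Probe sets were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with its default prior). NaCl/D5W, topotecan/D5W, topotecan/oxaliplatin and NaCl/oxaliplatin at the 3 times formed 1 fit, and D5W/NaCl, oxaliplatin/NaCl, oxaliplatin/topotecan and D5W/topotecan another. Each treatment was set against the vehicle group of its fit and time. The same fits gave each combination against its single agents, and its departure from their sum on the log2 scale. The order of each drug was tested as a difference of differences from vehicle, with all 8 groups in 1 fit. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.01 within the comparison and a fold above 2. Members of gene lists were counted at an adjusted p under 0.01 over all probe sets, without a minimum fold, and again adjusted over the list alone. Lists were ranked against all other genes by camera of limma with its preset correlation of 0.01 and with the correlation estimated from the data, at an adjusted p under 0.05 over the 45 lists. The lists were written from general knowledge and the study's figures before any values of the arrays were seen, and lists without results in the text are left out for length.

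The genes named are of 3 kinds. One holds every gene that the study names in its text, in Figures 6 and 7 or in its discussion of Tables 3 and 4, whose values in its tables had thus been seen. Another holds the members of the lists. The last holds, for each comparison with vehicle, the 10 rising and the 10 falling genes of largest change past the threshold, among probe sets with 1 symbol, with every treated rat above (or below) every vehicle rat. Genes outside these 3 kinds are named only where a count is 5 or fewer, and some genes of these kinds are not reported here.

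For single genes an exact permutation of rats was also run, where the smallest p possible is 0.0286 for 4 against 4 or 4 against 3. Principal components were computed on the probe sets called in any comparison, with 100000 permutations of the time labels. The shares between treatments were not tested by permutation. Gene lengths came from the RefSeq annotation of the rat, which has a length for 9979 probe sets of 1 symbol. No genome sequence was used. Linear folds and linear excesses over vehicle were computed for the genes whose folds the study states.

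The tests were tried on simulated arrays with 200 of the 12532 probe sets changed by known amounts. At group sizes of topotecan/D5W at 24 h, 98 of 100 probe sets with a log2 change of 1.5 and 98 of 100 with a change of 3 were called, and 0 unchanged ones. At the sizes of oxaliplatin/NaCl at 6 h the calls were 100 and 99 of 100, again with 0 unchanged. With no change added to NaCl/oxaliplatin at 1 h, limma called 0. The contrasts of order and changes smaller than 1.5 were not tried, so how many such changes they would miss was not tested.

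Alternatives were run for the probe sets tested, the rats in a fit, the prior of the variance, the set of animals, the vehicle groups, the thresholds, the normalization, the probe set of a gene and each rat left out in turn. Gene ontology, pattern extraction, regulatory networks and pathway maps of the study were not repeated, since they need databases or programs that were not at hand. Histology and blood measures of the study were not analysed here.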

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

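The tests of gene length for each place of topotecan in the sequence and the test on sample code columns were chosen after the results were seen. The other predictions in this part were written first.

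Skeletal muscle genes stood above the other rats of a group in 6 marrow samples: animal 1 of NaCl/D5W at 1 h (mean of 16 muscle genes 0.047 on the log2 scale relative to all arrays), animal 25 of topotecan/D5W at 1 h (1.39), animal 44 of oxaliplatin/NaCl at 1 h (1.72), animal 52 of topotecan/oxaliplatin at 6 h (3.74), animal 69 of oxaliplatin/topotecan at 6 h (0.32) and animal 88 of D5W/topotecan at 6 h (0.67). Each lay apart from its group by Dixon's test, which by chance marks about 1 in 20 groups, and 6 of 21 groups were marked. The same test marked 0 of 21 groups by the median of the array and 0 of 21 by the first principal component. At 24 h after oxaliplatin/NaCl, 13 of the 16 muscle genes rose, with animals 41 and 42 at 2.87 and 2.85 and the other 2 rats of the group at 0.04 and -0.12. The paper's Table 3 lists Car3, a member of the list, and its text names development of cardiac muscle cells, while the signal in single rats lies outside what it reports. The 7 arrays with a mean above 1.0 are all of treated groups, 4 of them at 24 h, and include animals 25, 44 and 52 but not 1, 69 and 88, while vehicle rats reach at most 0.19. The origin of the signal was not tested. Of the order results, the 1 probe set of the combination at 6 h is lost without the 7 arrays of highest muscle signal (0 of 12532 in limma without arrays high in skeletal muscle genes, 1081 with all rats at unadjusted p under 0.05), and after oxaliplatin/NaCl at 24 h the risen cardiac muscle genes go from 12 to 6 and their median from 0.88 to 0.43 with 2 rats left.

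Some histone (4 of 13), chromatin (28 of 82) and splicing genes (17 of 87) differed between the 2 orders of topotecan at 1 h. The contrast of orders, which tests the difference itself, called 196 probe sets for topotecan alone and 190 for the combination at 1 h, and 1 for the combination at 6 h. For the probe sets of topotecan alone, 85.7% moved in the direction of the order effect as oxaliplatin/topotecan rats went from 1 to 6 h, beside 59.9% of all probe sets, so a longer time since the drug when it came first is a candidate explanation. A difference between the sample code columns of the 2 orders is argued against, since the 2 combinations share the same columns and differ in 190. What stays open is an effect of order beyond the time since each drug, because the design changes both together.

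Long genes fell at 1 h after topotecan, a property of genes that the study does not discuss: the rank correlation of gene length with the change was -0.63 after D5W/topotecan, where the longest 10% of genes stood at a median of -0.51 and the shortest 10% at 0.21. The contrast of the 2 vehicle groups gave -0.0445 at 1 h (-0.0904 to 0.0144 with 1 array left out) and -0.146 at 6 h, which argues against a bias of the arrays with length that is present without the drug as the whole of the fall, while a bias tied to code columns is outside this test, since both vehicle groups lie in the same columns at 1 h. With topotecan second, its correlation lay -0.390 below that of oxaliplatin at the same place and in the same code columns (-0.4365 to -0.3321), which may reflect slowed transcription of long genes by inhibition of topoisomerase I. With topotecan first the difference in rank correlation was -0.0622 (-0.1066 to -0.0374), although the longest 10% stood at -0.59 beside -0.18 after oxaliplatin/NaCl, so from the ranks the same explanation cannot be told apart there from a response shared with oxaliplatin. After oxaliplatin/NaCl the correlation was -0.36, and no transcription was measured directly.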

How the results depend on the processing

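Settings were chosen before the data were examined, apart from 4 chosen after: a fit of the 8 groups at each time, each of the 2 animal sets alone, and the arrays without those high in skeletal muscle genes. Counts are of changed probe sets in limma. Series of 6 run from topotecan/D5W, D5W/topotecan, oxaliplatin/NaCl and NaCl/oxaliplatin to topotecan/oxaliplatin and oxaliplatin/topotecan. Unless a cause is given, the cause was not tested.

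Fewer genes were tested when probe sets below the median of mean expression were dropped, so fewer passed: 176, 258, 15, 5, 294 and 385 at 1 h, 328, 281, 63, 49, 393 and 400 at 6 h, 452, 537, 503, 554, 947 and 913 at 24 h, and 1717 in any comparison in place of 4234. With an adjusted p under 0.05 and no fold minimum, more passed by construction: 5836, 4655, 329, 109, 6697 and 5685 at 1 h, 6524, 5801, 2662, 3355, 6998 and 6748 at 6 h, 5764, 5989, 7283, 8184, 8845 and 8140 at 24 h, and 12265 in any comparison. Topotecan and oxaliplatin given first shared 30, 148 and 647 probe sets at 1, 6 and 24 h with a 2-fold in place of a 4-fold minimum (4, 14 and 64). The drugs given second shared 1 at 1 h. With a correlation estimated from the data, camera placed 1, 1, 3, 2, 3 and 2 of the 45 gene lists past its test at 1 h, 0, 0, 2, 0, 0 and 0 at 6 h, and 4, 6, 0, 0, 0 and 0 at 24 h, against 10 to 34 lists in each comparison with the preset correlation, the mean of all probe sets of a gene or an animal set term. The p53 target genes passed in all 6 treatments at 1 h, and erythroid, heme synthesis and red cell membrane genes at 24 h after topotecan alone.

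NaCl/oxaliplatin at 1 h is the result with the least stable count (12 probe sets, 1802 at unadjusted p under 0.05). It had 0 with its 2 groups fitted alone, 0 with a fit of the 8 groups at each time, 0 in the first animal set and 19 in the second, 27 with both vehicle groups pooled and 38 at an unadjusted p under 0.01. One of the p53 pathway genes of Figures 6 and 7 changed there with an animal set term (p53 pathway genes changed: 1 in place of 0). With 1 rat left out the count ran from 0 (without animal 80) to 34 (without animal 73), with 1 without animal 1, 74 or 79 and 3 without animal 7. Oxaliplatin/NaCl at 1 h fell from 37 to 24 with its 2 groups alone and to 21 in the second animal set. At 6 h it had 283 in the first set in place of 176. The first set holds 1 rat of oxaliplatin/NaCl at 6 h, so that group has no spread of its own there. Its count in that set therefore cannot show whether the 176 is stable, and no conclusion is drawn from it. NaCl/oxaliplatin at 6 h had 222 in the first set and 88 in the second in place of 146.

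Topotecan/oxaliplatin against topotecan/D5W at 1 h had 1 in one fit of all 8 groups and 1 with an animal set term, in place of 0 (1577 at unadjusted p under 0.05), and 0 to 1 with 1 rat left out (1 without animal 31, 50 or 55). Oxaliplatin/topotecan against D5W/topotecan at 1 h had 8 in one fit of all 8 groups in place of 4, and 2 (without animal 91) to 17 (without animal 92) with 1 rat left out, with 7 without animal 67 or 68.

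The order of the combination at 1 h gave 304 in the first animal set in place of 190. At 6 h, where 1 probe set (Lpin1) was called, it gave 0 in the first set, 2 in the second, 0 without the arrays high in skeletal muscle genes and 9 with treated groups compared directly, and 0 (without animal 15 or 70) to 6 (without animal 64) with 1 rat left out, with 2 without animal 10 or 16. At 24 h it gave 137 in the second set in place of 0 (1190 at unadjusted p under 0.05). The second set holds 1 rat of D5W/NaCl at 24 h, the vehicle of oxaliplatin/topotecan. That vehicle group has no spread of its own there, so no conclusion is drawn from the 137. The first set holds 1 rat of topotecan/D5W at 24 h, so no count for the order of topotecan is given there. The order of oxaliplatin gave 2 at 1 h with treated groups compared directly and 1 at 1 h in the second set. With 1 rat left out it gave 0 to 1 at 1 h (1 without animal 79). With all rats it gave 0 at 1 and 24 h (970 and 209 at unadjusted p under 0.05). For the order of the vehicles, the second set at 24 h sets NaCl/D5W against that 1 rat of D5W/NaCl. Its count there therefore cannot decide whether the vehicles differ. The order of the vehicles gave 2 at 1 h in the first set and 40 at 24 h in the second, in place of 0 (709 and 796 at unadjusted p under 0.05).

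With 1 rat left out, other counts ranged as follows. Topotecan/oxaliplatin against topotecan/D5W ran from 16 to 32 at 6 h (21 with all rats, 32 without animal 27) and from 206 (without animal 35) to 538 (without animal 29) at 24 h. Oxaliplatin/topotecan ran at 24 h from 66 (without animal 72) to 142 against oxaliplatin/NaCl and from 56 to 123 (without animal 65) against D5W/topotecan. Against the sum of the single agents at 1 h, topotecan/oxaliplatin ran from 0 to 6 (without animal 73) and oxaliplatin/topotecan from 8 (without animal 13 or 92) to 19, with 9 without animal 43 or 61.

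Fold changes of Mmp12, Tagln, Plek2 and Ank1, which the study states, stayed on their side of the test in all alternatives. With 1 rat left out, Mmp12 ran from 6.43 (without animal 36) to 15.4 (without animal 35) after topotecan/D5W and from 48.2 to 60.4 after topotecan/oxaliplatin, and Tagln from 5.46 to 8.08 and from 15.8 to 19.9. The linear departures from the sum of the single agents ran from 25.9 to 36.8 for Mmp12 and from 1.60 to 5.16 for Tagln after topotecan/oxaliplatin. After oxaliplatin/topotecan they ran from -10.5 to -1.11 for Mmp12 and from -3.34 to -0.427 for Tagln. All 4 moved by less than the spread between rats, which is a wide limit for the change of a mean.

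Among the named genes compared with vehicle, 0 reversed past the test. A second quantile normalization left 2701 of their changes on the same side of the test, moved 73 past it and 52 out of it. The variance trend and robust prior left 2813 and moved 9 and 4, an animal set term 2794, 32 and 0, pooled vehicles 2643, 171 and 12, and 2 groups alone 2609, 76 and 141. One fit of all 8 groups left 2757 and moved 42 and 27, a fit of the 8 groups at each time 2665, 102 and 59, and the arrays without those high in skeletal muscle genes 2756, 13 and 57. With 1 rat left out 20890 stayed, 141 moved past the test and 792 out of it. Camera's adjusted p kept its side for 649 lists and comparisons with the mean of all probe sets of a gene (10 moved past the test, 7 out of it), for 662 with an animal set term (2 and 2) and for 272 with an estimated correlation (0 and 394). The counts of all 30 comparisons tested stayed within 1.5 times after a second quantile normalization and with the variance trend and robust prior. The planned setting with the probe sets of highest mean in the number implied by the study's adjusted p-values was not run, since that number is the number in the table and would remove none. No paired analysis was possible because each rat gave one array. Groups of 3 or 4 rats limit the size of change that can be called, and a probe set near background can show a fold smaller than that of its mRNA.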

Differences from the paper's values

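Each of the paper's values given here lies within 1.5 times of the present one. The paper gives 3304 changed probe sets in total, and 4234 passed here at its stated thresholds in any of 18 comparisons, single agents included. The paper's supplementary lists of changed probe sets that were read equal the combinations against vehicle, with adjusted p-values of up to 0.0497. The 2 counts may thus cover different comparisons and thresholds, so their closeness does not show that the same result was found. The paper gives 73 genes shared by the 2 drugs above 4-fold at 24 h, and 49 were found for topotecan/D5W and oxaliplatin/NaCl. The number was 50 with a 4-fold change alone, 66 for the other order of each drug and 448 with a 2-fold minimum. For Mmp12 the paper's folds are 11 and 54, here 9.21 and 52.4, and for Tagln 7 and 17, here 6.59 and 17.1. For Plek2 and Ank1 the paper's decreases are 14 and 9, here 13.0 and 8.74. As means of the folds of single rats, a form set before the data were examined, Mmp12 after topotecan/D5W is 11.6, Plek2 13.9 and Ank1 9.33, so under this setting the values for Mmp12, Plek2 and Ank1 lie next to the paper's. For Sox6 the paper's Table 4 names a probe set that stood at -2.79 after topotecan/D5W, beside -3.95 for the one of highest mean used here, and for Uros one at -2.60 after oxaliplatin/NaCl, beside -3.48.

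Some statements on genes differ. The paper has Mdm2 raised at 24 h in the p53 pathway, and it stood at -0.24 and -0.25 after topotecan alone, without passing the test, while it rose by 0.49 and 0.78 after oxaliplatin alone. Igfbp3, also drawn as raised, passed the test after topotecan/oxaliplatin alone (1.76). Gtse1, drawn as lowered, stood at 0.00 and -0.14 after oxaliplatin alone and fell in the 4 treatments with topotecan.

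The paper ties p53 signalling at 6 h to oxaliplatin given in one place of the sequence. Of 19 p53 target genes, 10 rose after oxaliplatin/NaCl and 11 after NaCl/oxaliplatin, and 0 differed by order in limma. At unadjusted p under 0.05, 4 were lower with oxaliplatin first at 6 h, and 9 were higher with it first at 1 h. The paper also reports gene patterns that depend on the order of oxaliplatin. Here 0 probe sets differed by that order at 1, 6 or 24 h (970, 261 and 209 at unadjusted p under 0.05). With the treated groups compared directly 2 differed at 1 h. In the second animal set alone, a setting chosen after seeing the values, 1 differed at 1 h. At 24 h that set holds 1 rat of D5W/NaCl, so no count is given. For topotecan the order did change genes at 1 h (196 probe sets), as the paper states.

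The paper describes the 7 genes it links to chondrogenesis and bone repair as raised more by the combination than by single drugs. At 24 h, by the probe sets of highest mean, 6 of the 7 passed above topotecan/D5W and 5 above NaCl/oxaliplatin for topotecan/oxaliplatin. Bmp2 passed above both by that probe set, which the paper's Table 3 also names. By the other Bmp2 probe set named there it stood 0.48 above NaCl/oxaliplatin without passing. For oxaliplatin/topotecan 0 passed above either single agent in limma (5 and 1 at unadjusted p under 0.05). For Mmp12 and Tagln, where the paper raises an additive response as a possibility, topotecan/oxaliplatin lay below the log2 sum of the single agents, past the test for Tagln (-1.76) and not for Mmp12 (-1.12, limma adjusted p = 0.0881). On the linear scale the difference from the sum was 30.2 (SE 8.59) for Mmp12 and 2.86 (SE 2.99) for Tagln after topotecan/oxaliplatin.

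Some supplementary tables have titles that can be read in more than 1 way or entries out of place. The 5 sheets of Supplementary Table 5 have titles that read as single agents against vehicle or as the drug given second, and their folds equal those of topotecan/oxaliplatin or oxaliplatin/topotecan against vehicle (median log2 difference 0, beside 0.1717 to 0.2237 for the next closest comparison). The last of them was read in part (1620 probe sets). Supplementary Table 1 has 104 entries at 24 h with a probe set name where a value after D5W/topotecan should be. The p-values of Supplementary Table 5 equal those of limma with the 8 groups of each time in 1 fit, found among 10 compositions of the fit tried after seeing the values.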

Other observations

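Weighing the stromal and bone genes by treatment, all divisions of the rats into other groups and the comparison of animal sets on principal components were tests chosen after the results were seen, and the gene lists of cell types were written before.

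The median of osteoblast and bone matrix genes was above those of stromal, endothelial, adipocyte and macrophage genes at 24 h in all 6 treatments, while with a correlation of genes estimated from the data limma's camera placed this list past its test in 0 of the 6 (1 at unadjusted p under 0.05). Their medians were 1.41, 1.24, 1.5, 1.27, 1.62 and 1.72 in the order topotecan/D5W, D5W/topotecan, oxaliplatin/NaCl, NaCl/oxaliplatin, topotecan/oxaliplatin and oxaliplatin/topotecan, beside 0.52, 0.75, 0.75, 0.72, 1.28 and 0.98 for endothelial genes. In topotecan/D5W, oxaliplatin/NaCl and oxaliplatin/topotecan the medians of osteoblast, stromal, endothelial, adipocyte and macrophage genes spread over at least 0.748 (SD of members 0.643). Osteoblast genes lay there at least 0.664 (SE 0.172) above endothelial and adipocyte genes. In D5W/topotecan, NaCl/oxaliplatin and topotecan/oxaliplatin the spread was at most 0.653 (SD 0.872) and the difference at most 0.397 (SE 0.214). The order of either drug or of the combination changed 0 probe sets at 24 h in limma, so this split of the treatments may rest on noise in the medians. The endothelial list also shares Vwf with the megakaryocyte list, so loss of blood-forming cells could by itself lower its median. Loss of blood-forming cells alone and a rise of matrix genes beyond the change in cell makeup thus cannot be told apart in any of the 6. Topotecan/D5W and oxaliplatin/topotecan hold 0 of the 7 arrays high in muscle genes at 24 h and the osteoblast median of oxaliplatin/NaCl is 1.47 without its 2, which argues against muscle there, while bone fragments in the marrow sample stay open, since bone cells were not counted.

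Most T and NK cell genes stood higher at 24 h. Cd3e, a chain of the T cell receptor complex, rose at 24 h by 1.51, 1.74, 1.76, 1.85, 2.30 and 2.52 in the same order of treatments, and Il2rb by 1.26, 1.56, 1.48, 1.34, 2.08 and 2.32. Of 21 T and NK cell genes, 15, 16, 14, 17, 17 and 16 rose at 24 h (16, 16, 15, 17, 18 and 17 adjusted over the list alone) and 0, 0, 0, 0, 1 and 1 fell (the same counts adjusted over the list alone). Of 16 macrophage genes 14, 15, 13, 16, 16 and 15 rose (16, 16, 14, 16, 16 and 15 adjusted over the list alone), with Gpnmb at 1.73, 1.71, 1.89, 2.05, 2.40 and 2.08. Of 13 stromal genes 8, 10, 9, 10, 12 and 11 rose (8, 11, 9, 10, 12 and 11 adjusted over the list alone), of 17 endothelial genes 10, 15, 15, 15, 16 and 14 (10, 15, 16, 15, 17 and 14), and of 6 adipocyte genes 3, 6, 5, 5, 6 and 3 (the same counts adjusted over the list alone). With an estimated correlation, camera placed 0 of these 5 lists past its test in any treatment at 24 h (at unadjusted p under 0.05 they passed in 5, 6, 6, 3 and 2 of the 6 treatments). Bulk marrow was measured, and a gain in share and a gain in cells give the same values.

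More mature neutrophil genes rose at 24 h after oxaliplatin alone than after topotecan alone. Of 17 mature neutrophil genes 1, 1, 8, 13, 6 and 5 rose at 24 h, and 1, 1, 0, 0, 2 and 0 fell (0, 1, 8, 13, 6 and 5 rose and 0, 1, 0, 0, 2 and 0 fell adjusted over the list alone). Padi4, which modifies neutrophil chromatin, rose by 1.13 and 1.27 after oxaliplatin/NaCl and NaCl/oxaliplatin and stood at 0.22 and 0.50 after topotecan/D5W and D5W/topotecan. Cd24, a surface protein of B cell and neutrophil precursors, fell to -1.38, -1.31, -1.81 and -1.40 in the 4 treatments with oxaliplatin and to -0.74 after D5W/topotecan, and stood at -0.45 after topotecan/D5W. The difference between the drugs was not tested. Of 11 B lineage genes 1, 4, 0, 0, 2 and 7 fell at 1 h (0, 6, 0, 0, 2 and 7 adjusted over the list alone), and 0, 1, 4, 6, 7 and 1 fell and 2, 3, 0, 0, 2 and 2 rose at 24 h (the same counts adjusted over the list alone). At 1 h the balance of B lineage genes after topotecan/D5W, and of macrophage and T and NK cell genes in some treatments, depends on the scaling of the arrays.

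Of 42 ribosomal protein genes 32, 29, 12, 20, 34 and 29 fell at 6 h (34, 31, 18, 31, 34 and 32 adjusted over the list alone), and at 24 h 3, 14, 35, 39, 37 and 36 (1, 14, 37, 39, 39 and 36 adjusted over the list alone). With an estimated correlation limma's camera placed the list past its test in 0 of the 6 treatments at either time (1 at each at unadjusted p under 0.05). Of 15 megakaryocyte genes 8, 7, 0, 1, 13 and 1 rose at 6 h (10, 9, 0, 1, 14 and 1 adjusted over the list alone) and 0, 3, 5, 5, 15 and 8 at 24 h (0, 3, 3, 4, 15 and 8). Of 43 DNA replication genes 27, 5, 0, 0, 28 and 10 fell at 1 h, 43, 42, 38, 33, 43 and 41 at 6 h and 38, 39, 42, 43, 43 and 43 at 24 h (the same at 1 h, then 43, 43, 40, 38, 43 and 41, then 40, 40, 42, 43, 43 and 43 adjusted over the list alone). Of 20 immediate early genes 15, 12, 3, 4, 17 and 15 rose at 1 h (17, 14, 9, 6, 18 and 15 adjusted over the list alone). No explanation was tested for these.

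Early on, a combination resembled its topotecan component. At 1 h topotecan/oxaliplatin differed from topotecan/D5W in 0 probe sets of limma (1577 at unadjusted p under 0.05) and from NaCl/oxaliplatin in 575, and oxaliplatin/topotecan from D5W/topotecan in 4 and from oxaliplatin/NaCl in 553. The 4 are Marchf1 (-1.17), Tifab (-1.12), Bcl11a (-1.09) and a probe set without a symbol, named after their values were seen. At 6 h the counts were 21, 221, 64 and 218. From the sum of the single agents 0 departed at 1 h after topotecan/oxaliplatin (999 at unadjusted p under 0.05) and 14 after oxaliplatin/topotecan, and 111 and 206 at 6 h.

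The rats of each comparison were also divided in every other way into groups of the same sizes, 35 divisions in all and each fitted on its own rats in limma. For the 6 treatments at 1 h the real division called 498, 645, 24, 0, 802 and 949 probe sets and the highest other 2, 1, 1, 1, 3 and 1. At 6 h it called 756, 728, 178, 139, 966 and 1039 (2, 1, 1, 1, 0 and 0) and at 24 h 899, 1174, 1150, 1248, 2232 and 2084 (2, 1, 2, 0, 0 and 0). In 17 comparisons 1 of 35 divisions, the real one, gave as many, which is the smallest share that 35 divisions allow. The other divisions put treated and vehicle rats in both groups and so carry the drug effect. They are no clean reference, so the real division stands out in these 17 but chance is not excluded. For NaCl/oxaliplatin at 1 h the real count is 0 in limma (1802 at unadjusted p under 0.05 in the larger fit), which every division reaches, 35 of 35, so the divisions say nothing about chance there.

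Against single agents at 1 h, topotecan/oxaliplatin called 1 over topotecan/D5W (highest other 2, 3 of 35 as large) and 557 over NaCl/oxaliplatin (1), and oxaliplatin/topotecan 496 over oxaliplatin/NaCl (3) and 0 over D5W/topotecan (1, 35 of 35 as large). At 6 h these were 9 (1), 223 (1), 151 (1) and 47 (2), and at 24 h 134 (1), 139 (2), 84 (4) and 57 (1). In 10 of the 12, 1 of 35 was as large, the smallest share possible, and in topotecan/oxaliplatin over topotecan/D5W at 1 h it was 3 of 35. The other divisions again mix rats of the 2 groups, so chance is not excluded. For oxaliplatin/topotecan over D5W/topotecan at 1 h every division reaches a count of 0, so the divisions say nothing about chance.

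Against the sum of single agents, with 100 divisions drawn, topotecan/oxaliplatin called 0 at 1 h (highest other 403, 100 of 100 as large), 94 at 6 h (31, 1 of 100) and 426 at 24 h (2128, 2 of 100), and oxaliplatin/topotecan 10 (0), 178 (0) and 487 (1), with 1 of 100 each. For the first, every division reaches a count of 0, which says nothing about chance. The division with 2128 called several times the real count and that with 403 called many beside a real count of 0, which points to a structure of the samples. These divisions mix rats of the vehicle, single agent and combination groups and so carry the effects of the drugs. That makes them no clean reference, and whether chance can be excluded is left open for the sums too.

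For order at 1 h, topotecan called 162 (highest other 0) and the combination 139 (1), with 1 of 35 each, the smallest share possible. The other divisions mix rats of the 2 orders and are no clean reference, so chance is not excluded there. Oxaliplatin called 0 (0) and the vehicles 0 (1), with 35 of 35. At 6 h topotecan, oxaliplatin, the combination and the vehicles called 0 (highest other 1, 1, 0 and 3) and at 24 h 0 (2, 1, 2 and 3), all with 35 of 35 as large. Every division reaches a count of 0, so for these the divisions say nothing about chance. The counts at unadjusted p under 0.05 in the larger fit were 970 and 709 at 1 h, 369, 261, 1081 and 292 at 6 h, and 453, 209, 1190 and 796 at 24 h.

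Rats of the first animal set lay on the same side of those of the second on the third principal component in 22 of 24 groups, on the second component in 18 and on the first in 14. Deviations from the group mean correlated at 0.0712 between groups of the same set and time and at -0.07 between sets.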
